# Tau exacerbates excitotoxic brain damage in an animal model of stroke

**DOI:** 10.1038/s41467-017-00618-0

**Published:** 2017-09-07

**Authors:** Mian Bi, Amadeus Gladbach, Janet van Eersel, Arne Ittner, Magdalena Przybyla, Annika van Hummel, Sook Wern Chua, Julia van der Hoven, Wei S. Lee, Julius Müller, Jasneet Parmar, Georg von Jonquieres, Holly Stefen, Ernesto Guccione, Thomas Fath, Gary D. Housley, Matthias Klugmann, Yazi D. Ke, Lars M. Ittner

## Abstract

Neuronal excitotoxicity induced by aberrant excitation of glutamatergic receptors contributes to brain damage in stroke. Here we show that tau-deficient (tau^−/−^) mice are profoundly protected from excitotoxic brain damage and neurological deficits following experimental stroke, using a middle cerebral artery occlusion with reperfusion model. Mechanistically, we show that this protection is due to site-specific inhibition of glutamate-induced and Ras/ERK-mediated toxicity by accumulation of Ras-inhibiting SynGAP1, which resides in a post-synaptic complex with tau. Accordingly, reducing SynGAP1 levels in tau^−/−^ mice abolished the protection from pharmacologically induced excitotoxicity and middle cerebral artery occlusion-induced brain damage. Conversely, over-expression of SynGAP1 prevented excitotoxic ERK activation in wild-type neurons. Our findings suggest that tau mediates excitotoxic Ras/ERK signaling by controlling post-synaptic compartmentalization of SynGAP1.

## Abstract (web summary)

Excitotoxicity contributes to neuronal injury following stroke. Here the authors show that tau promotes excitotoxicity by a post-synaptic mechanism, involving site-specific control of ERK activation, in a mouse model of stroke.

## Introduction

Stroke remains a major cause of disability and the second most common cause of death after cardiovascular conditions^1^. Ischemic strokes with acute focal brain infarction together with sudden and persisting neurological deficits are the most prevalent form. While neurons within the ischemic core region are likely to be irreversibly damaged, neurons in surrounding brain areas (referred to as the penumbra) are at risk of undergoing progressive necrotic/apoptotic death following the initial infarct^2^. There is only a short window for therapeutic intervention, aiming primarily at restoring blood flow to the ischemic brain areas either by pharmacological or mechanical thrombolysis before neurons are irreversibly damaged^3–6^. However, the reperfusion itself may cause harm to neurons^2^. The mechanisms leading to neuronal damage following ischemia and reperfusion are multifaceted, including production of reactive oxygen species (ROS), mitochondrial failure and others^7^. A major contributor to neuronal damage in stroke is excitotoxicity^8^, which results from over-excitation of glutaminergic synapses, particularly NMDA receptor (NMDAR) signaling^9^. However, many of its molecular pathways are yet to be identified.

The microtubule-associated protein tau is abundant in neurons, regulating stability and dynamics of microtubules^10^. It is the major constituent of neurofibrillary tangles in Alzheimer’s disease (AD) and frontotemporal dementia (FTD)^11^. Tau is progressively hyperphosphorylated in disease, which makes it prone to aggregation/deposition and interferes with its normal cellular functions^10, 12^. AD/FTD-like tau pathology has been reproduced in many mouse models by overexpressing tau, but interestingly tau^−/−^ mice are phenotypically normal throughout development and adolescence, and may present deficits only at advanced ages^13^. Bearing similarities to early changes in AD, experimental animal models of stroke revealed changes in phosphorylation of tau, with reduction during early reperfusion after ischemia, followed by persisting hyperphosphorylation hours after the initial infarct^14–19^. Whether this reflects a general stress-response of neurons, or if tau plays a mechanistic role in stroke, however, remains unclear.

We and others have shown that memory deficits and early deaths in AD mice are tau-dependent^20–22^. Reducing tau in AD mouse models prevented excitotoxicity-mediated deficits, and tau-deficient mice showed protection from excitotoxic seizures^20, 21^. Given the role of excitotoxicity in stroke^23–25^, we hypothesize that reduction of tau would reduce acute excitotoxic brain damage in stroke, which in turn would reveal a mechanistic role of tau in stroke. To test this hypothesis in vivo, we used tau-deficient mice together with models of experimental stroke and excitotoxicity. This approach revealed a profound protection from acute excitotoxic brain damage in the absence of tau, which is mediated, at least in parts, by site-specific inhibition of extracellular signal-regulated kinase (ERK) signaling.

## Results

### Tau^−/−^ mice are protected from severe deficits after stroke

To determine if tau contributes to brain damage following stroke, we subjected wild-type (tau^+/+^) and tau^−/−^ mice (Fig. 1a) to transient middle cerebral artery occlusion (MCAO) with reperfusion of ischemic brain areas, an experimental paradigm replicating clinical presentations of patients with successful recanalization or thrombolysis^26, 27^. We chose 90 min MCAO followed by reperfusion to produce infarcts^28^ with profound and progressive expansion of brain damage over 24 h (h)^29^.

**Fig. 1:**
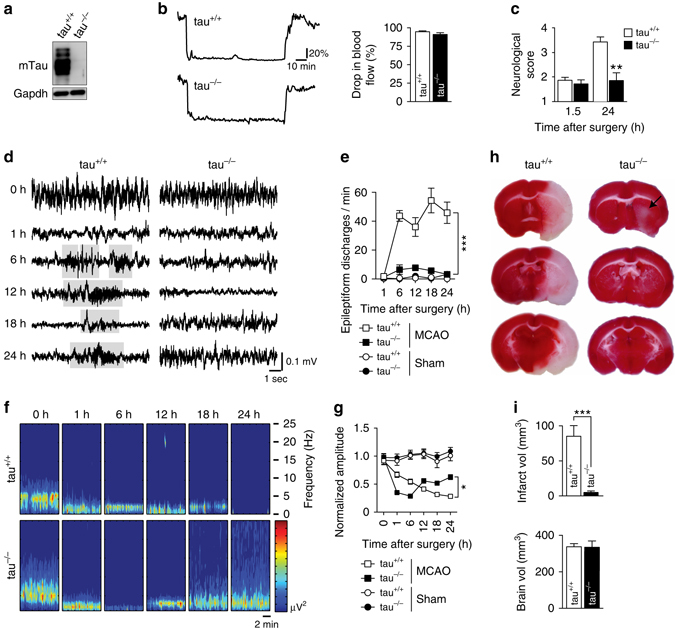
Tau^−/−^ mice are protected from neurological deficits, aberrant hyperexcitation and extensive brain damage after transient MCAO. **a** Western blotting for murine tau (mTau) in brain extracts from tau^+/+^ and tau^−/−^ mice. GAPDH confirmed equal loading. **b** Ischemic stroke was induced by middle cerebral artery occlusion (MCAO) for 1.5 h with subsequent reperfusion. Drop in blood flow in the MCA was the same in tau^−/−^ and tau^+/+^ mice during MCAO, as determined by laser Doppler flowmetry (not significant; *N* = 12; Student’s *t*-test). Unit, % of baseline flow. **c** Neurological scoring (with higher numbers indicating more severe impairments) revealed similar deficits directly after MCAO in tau^−/−^ and tau^+/+^ mice. Only tau^+/+^ mice showed a worsening of deficits at 24 h (**P < 0.01; *N* = 12; 2-way ANOVA (Sidak post hoc)). **d** Representative electroencephalography (EEG) recordings in tau^−/−^ and tau^+/+^ mice at baseline (0 h) and indicated times after transient MCAO. Suppressed EEG signals recovered after 12 h following MCAO in tau^−/−^ mice, while tau^+/+^ mice presented with epileptiform discharges (*gray boxed*) after 6 h. **e** Quantification revealed persistently high numbers of epileptiform discharges 6 h after transient MCAO (***p < 0.001 vs. tau^−/−^ MCAO; *N* = 5; two-way ANOVA (Bonferroni post hoc)). A small increase in epileptiform spike trains was transient in tau^−/−^ mice, and reached levels of sham operated tau^−/−^ and tau^+/+^ mice 24 h after transient MCAO. **f** EEG frequency power spectrum (0–25 Hz) tau^+/+^ and tau^−/−^ mice at baseline (0 h) indicated times following transient MCAO, with recovery only in tau^−/−^ animals. **g** Quantification of EEG recordings showed a progressive amplitude decline in tau^+/+^ mice that partial recovered tau^−/−^ animals (*p < 0.05; *N* = 5; two-way ANOVA (Bonferroni post hoc)). **h** TTC-stained serial brain sections of tau^+/+^ and tau^−/−^ mice 24 h after MCAO (viable tissue stains *red*). Note the large infarcted area (*white*) in tau^+/+^, while only minimal brain damage was present in tau^−/−^ mice (*arrow*). **i** Volumetric quantification of infarct and brain volumes in tau^+/+^ and tau^−/−^ mice 24 h after transient MCAO (***p < 0.001; *N* = 12; Student’s *t*-test). All *error bars* are s.e.m

Laser Doppler flowmetry confirmed MCAO and reperfusion (Fig. 1b). Neurological assessment after MCAO and recovery from anesthesia revealed comparable minor motor deficits in both tau^+/+^ and tau^−/−^ mice at reperfusion, indicating a similar degree of initial ischemic injury (Fig. 1c and Supplementary Fig. 1). Furthermore, blood parameters (pH, electrolytes, pCO_2_, BE_ecf_, HCO_3_, total CO_2_, Hct), body temperature, blood pressure, heart rate and O_2_ saturation were similar in tau^+/+^ and tau^−/−^ mice before, during and 1 h after the procedure (Supplementary Table 1). There were also no overt differences in the vascular anatomy of the brain between tau^+/+^ and tau^−/−^ mice (Supplementary Fig. 2). Twenty four hours after MCAO, tau^+/+^ mice developed profound neurological deficits (Fig. 1c), consistent with progressive brain damage. Strikingly, tau^−/−^ mice did not develop further deficits within 24 h, suggesting protection from progression of transient MCAO-induced deficits.

Non-seizure epileptiform activity after focal cerebral ischemia has been reported in rodents^30, 31^. Therefore, we performed 24 h electroencephalography (EEG) recording using electrodes placed during the MCAO procedure to determine alterations in neuronal circuit response. In both tau^+/+^ and tau^−/−^ mice, baseline EEG recordings were comparable; as was the drop in EEG activity within 1 h after MCAO (Fig. 1d), further suggesting a similar degree of initial injury upon MCAO. Consistent with previous reports in rodents^30, 31^, tau^+/+^ mice experienced frequent epileptiform discharges from 6 h and throughout the 24 h recording period after MCAO (Fig. 1d, e). In contrast, tau^−/−^ showed only very rare epileptiform discharges after MCAO, not significantly different from sham-operated mice. Furthermore, interictal total amplitude and EEG power across the frequency spectrum decreased progressively in tau^+/+^ mice, while tau^−/−^ mice showed gradual recovery after initial suppression of amplitude and spectral power (Fig. 1f, g), indicating functional protection of ipsilateral neuronal circuits. Taken together, EEG recording after transient MCAO revealed a similar level of initial depression of brain activity in tau^−/−^ and tau^+/+^ mice, but development of epileptiform activity consistent with hyperexcitation only occurred in tau^+/+^ mice. Confirming that neuronal excitability was not compromised in tau^−/−^ brains per se, we measured comparable Ca^2+^ responses in brain slices of tau^+/+^ and tau^−/−^ mice expressing the GCaMP5G Ca^2+^ reporter in neurons challenged with 1 mM glutamate (Supplementary Fig. 3).

Next, we determined if the protections in tau^−/−^ mice was reflected by differences in infarct size compared to tau^+/+^. As expected, 24 h after transient MCAO, tau^+/+^ brains showed pronounced infarcts (Fig. 1h). In contrast, tau^−/−^ brains had drastically smaller lesions compared to tau^+/+^ mice (Fig. 1i). Early loss of neuronal microtubule-associated protein 2 (MAP2) staining has been reported after stroke^32^. Accordingly, MAP2 staining was profoundly and broadly reduced in the ischemic cortex of tau^+/+^ mice 3 h after transient MCAO, while a moderate reduction of MAP2 staining in tau^−/−^ brains was confined to a small core area without changes in areas of the cortex that corresponded to those affected in tau^+/+^ mice (Supplementary Fig. 4). Tau^−/−^ mice observed for up to 5 days after transient MCAO did show progressive improvement of the mild neurological deficits with no increase in infarct volumes (Fig. 2a–c), suggesting persisting protection. Taken together, reduced neurological deficits after 90 min of transient MCAO in tau^−/−^ mice were associated with markedly smaller infarcts.

**Fig. 2:**
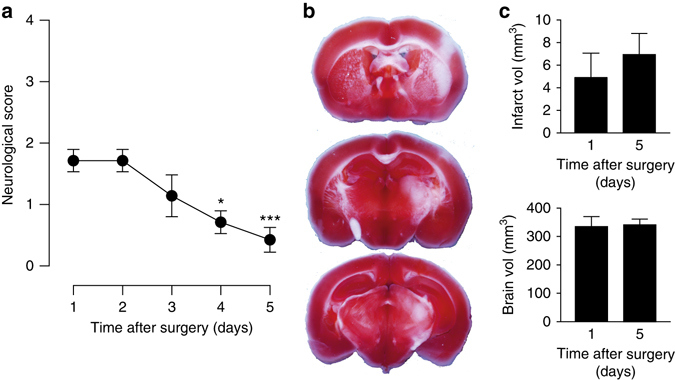
Improvement of functional deficits over 5 days after 90 min of transient MCAO in tau^−/−^ mice. **a** Neurological impairments of tau^−/−^ mice after 90 min of transient MCAO progressively improved over 5 days after the procedure (*p < 0.05; ***p < 0.001; *N* = 8; one-way ANOVA (Turkey post hoc)). **b** Example of a maximum infarct area 5 days after transient MCAO in tau^−/−^ mice. TTC stains viable brain tissue in serial sections *red*. **c** Volumetric analysis showed similar infarct volumes 24 h and 5 days after MCAO (not significant; *N* = 12 (day 1), *N = *8 (day 5); Student’s *t*-test). All *error bars* are s.e.m

The substantial brain damage and profound functional deficits in tau^+/+^ mice after 90 min of MCAO did not allow following up tau^+/+^ mice for longer than 24 h. Therefore, we subjected an additional cohort of tau^+/+^ and tau^−/−^ mice to 30 min of MCAO allowing longer-term follow up experiments (Fig. 3a). Following this milder transient MCAO, tau^−/−^ mice displayed significantly less severe neurological deficits compared to tau^+/+^ mice receiving this treatment (Fig. 3b). Both improved their functional deficits over the following days, with tau^−/−^ displaying no neurological deficits on day 4 after MCAO, while tau^+/+^ mice required 6 days to fully recover. Similarly, tau^−/−^ mice lost significantly less body weight within 2 days after MCAO, and recovered the lost weight faster than tau^+/+^ animals (Fig. 3c). Notably, tau^+/+^ did not fully recover the lost body weight within 2 weeks after 30 min of transient MCAO. Both, tau^+/+^ and tau^−/−^ mice showed significantly decreased performance on the accelerating Rota-Rod 2 days after the MCAO procedure, although tau^−/−^ mice performed significantly better than tau^+/+^ mice (Fig. 3d). These deficits recovered fully 4 and 6 days after MCAO in tau^−/−^ and tau^+/+^ mice, respectively. As expected, the brain damage was substantially less in tau^−/−^ than tau^+/+^ mice 14 days after 30 min of transient MCAO (Fig. 3e, f). Hence, reduced neurological and functional deficits were less profound and recovery was faster in tau^−/−^ than tau^+/+^ mice after 30 min of transient MCAO, and was associated with markedly smaller infarcts.

**Fig. 3:**
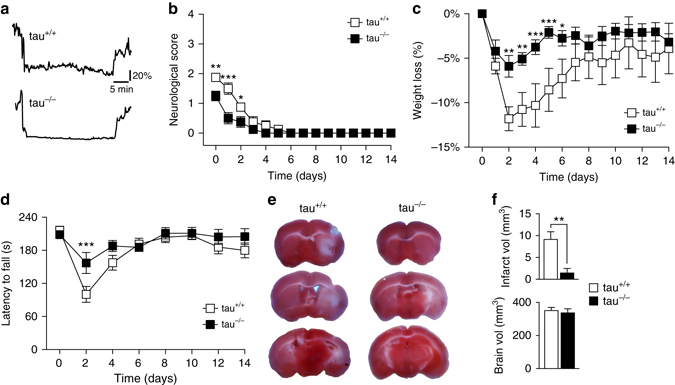
Accelerated recovery of tau^−/−^ mice from transient MCAO. **a** For longer-term follow up of tau^−/−^ and tau^+/+^ mice after stroke, animals were exposed to 30 min of transient MCAO. Representative laser Doppler flowmetry of the MCAO procedure. Unit, % of baseline flow. **b** Significantly less neurological deficits with faster recovery in tau^−/−^ compared to tau^+/+^ mice following to 30 min of transient MCAO (*p < 0.05; **p < 0.01; ****p < 0.0001; *N* = 8; two-way ANOVA (Sidak post-hoc)). **c** Significantly less body weight loss with faster recovery in tau^−/−^ compared to tau^+/+^ mice following to 30 min of transient MCAO (*p < 0.05; **p < 0.01; ***p < 0.001; *N* = 8; two-way ANOVA (Sidak post hoc)). **d** Tau^−/−^ mice performed significantly better on the accelerative mode Rota-Rod than tau^+/+^ animals (***p < 0.001; *N* = 8; two-way ANOVA (Sidak post hoc)). **e** TTC-stained serial brain sections of tau^+/+^ and tau^−/−^ mice 14 days after 30 min of transient MCAO (viable tissue stains *red*). Note the larger infarcted brain area (*white*) in tau^+/+^, compared to minimal brain damage in tau^−/−^ mice. **f** Quantification of infarct and brains volumes in tau^−/−^ and tau^+/+^ mice (**P < 0.001; *N* = 8; Student’s *t*-test). All *error bars* are s.e.m

### Mitigation of excitotoxic gene response in tau^−/−^ mice

Neuronal hyperexcitation results in expression of immediate-early genes (IEGs), including Arc^33^, cFos and Junb^34^. Accordingly, Arc, cFos and Junb mRNA levels were 5.3 ± 1.4-fold, 5.4 ± 1.9-fold, and 4.0 ± 0.7-fold (p < 0.001; *N* = 6) higher in the ipsilateral hemisphere of tau^+/+^ brains 1 h after transient MCAO (Fig. 4a). In contrast, induction of IEG transcription was blunted in the corresponding brain region in tau^−/−^ mice (Fig. 4a). Consistent with differential Arc mRNA regulation, increased staining for neuronal Arc protein in tau^+/+^, but not tau^−/−^ brains was observed 3 h after transient MCAO (Supplementary Fig. 5a). Furthermore, phosphorylated (p) H2AX staining, indicating cell damage with DNA breaks^35^, was restricted to the ischemic core in tau^−/−^ brains, while being widely detectable in tau^+/+^ brains 3 h after MCAO (Supplementary Fig. 5b). Hence, absence of a pronounced IEG expression and cell damage during the initial phase following MCAO, suggest protection of tau^−/−^ neurons from early toxic signaling events after re-perfusion.

**Fig. 4:**
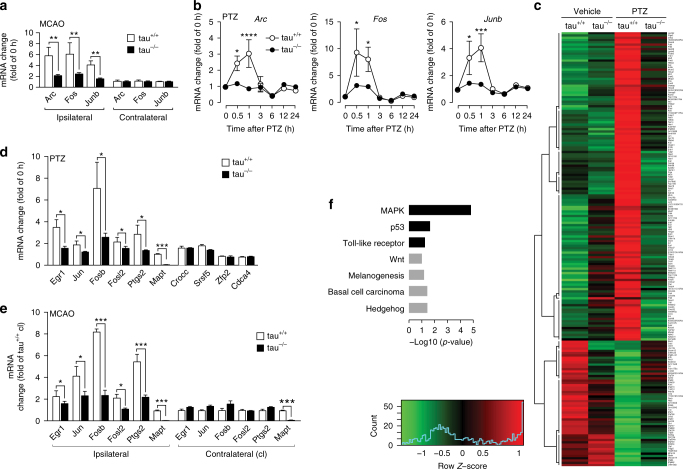
Excitotoxic seizures and transient MCAO cause similar differential gene regulation in tau^−/−^ mice. **a** Immediate early gene (IEG) activation for Arc, Fos and Junb in the affected hemisphere (ipsilateral) 1 h after transient MCAO in tau^+/+^ and tau^−/−^ mice (**p < 0.01; *N* = 6; Student’s *t*-test). No gene induction occurred on the contralateral side. **b** Time course of IEG mRNA induction of Arc, Fos and Junb after PTZ administration in tau^+/+^ but little to none in tau^−/−^ mice (*p < 0.05; ***p < 0.001; ****p < 0.0001; *N* = 6 per time point; two-way ANOVA (Holm-Sidak post hoc)). mRNA levels were determined by real-time PCR (rtPCR) using gene-specific primers listed in Supplementary Table 3. **c** Whole transcriptome sequencing of tau^−/−^ and tau^+/+^ mice treated with vehicle or PTZ revealed pronounced lack of gene induction/suppression 1 h after treatment in tau^−/−^ mice. *Red* indicates up- and *green* down-regulation. Only genes with significant differential regulation are displayed. The displayed gene names are listed in order in Supplementary Data 1. **d** Quantitative rtPCR confirms differential regulation of selected transcripts from (see **c**) tau^−/−^ mice (*p < 0.05; ***p < 0.0001; *N* = 6; Student’s *t*-test), as well as similar regulation of others (selected from Supplementary Fig. 6 and Supplementary Data 2) in tau^−/−^ and tau^+/+^ mice. **e** Quantitative rtPCR showed a similar pattern of differentially regulated genes in the ipsilateral hemisphere after transient MCAO compared to after PTZ (see **d**) (*p < 0.05; ***p < 0.0001; *N* = 6; Student’s *t*-test), while there was no deregulation contralaterally in tau^−/−^ and tau^+/+^ mice. **f** DAVID pathway analysis of genes that lacked response to PTZ administration in tau^−/−^ mice (see **c**) identified pathways that were up- (*black*) and down-regulated (*gray*) in tau^+/+^ mice. All *error bars* are s.e.m

Using the PTZ model allowed us to isolate excitotoxic processes under tightly controlled experimental conditions in tau^+/+^ and tau^−/−^ mice, utilizing it as a screening model before translating back into the more complex MCAO model. Similar to our findings following transient MCAO, excitotoxicity-associated IEGs mRNA levels of Arc, cFos and Junb were markedly increased in tau^+/+^, but not tau^−/−^ mice in the PTZ-induced excitotoxic seizure model 0.5 and 1 h after administration (Fig. 4b). 

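RNA from brains of tau+/+ and tau-/- mice was sequenced 1 h after injection of vehicle or of 50 mg/kg pentylenetetrazole (PTZ), a blocker of inhibitory GABA receptors that provokes seizures. There were 4 libraries, 1 for each combination of genotype and treatment, from mice 6 weeks of age. The number of mice behind a library is not given in the paper's text, and PTZ-injected mice with a similar seizure score were selected. The labels of the libraries give the same genotypes and treatments and name brain as the source, but they also describe primary neurons, which the paper's account of the PTZ injections does not, and the libraries are treated here as brain. The authors aligned the read pairs to GRCm38/mm10 with TopHat and Bowtie and computed FPKM (sequenced fragments scaled to transcript length and to the size of the library) and differential expression with Cuffdiff. The paper gives a minimum of 24 M aligned read pairs of 90 bp per sample. The depth of each library cannot be read from FPKM values, so no counting error is attached to them here. FPKM corrects for transcript length and library size, but a gene with few fragments still carries a large error, and a change in a few abundant transcripts moves the values of all others. The values used here cover the 230 genes that the authors labeled as lack of response, which are the genes of Supplementary Data 1. Across these genes, the median was 3.35 FPKM in tau+/+ vehicle, 5.44 FPKM in tau+/+ PTZ, 3.33 FPKM in tau-/- vehicle and 2.81 FPKM in tau-/- PTZ. Mapt, the gene deleted in tau-/- mice, is not analysed here, so the genotype of the libraries rests on their labels. The response of each genotype was taken as log2 of FPKM with PTZ over FPKM with vehicle of the same genotype, without a pseudocount. With 1 library per condition, none of the differences has a replicate check, and no test was made across conditions. Genes were selected for a response in tau+/+ in these same libraries, so chance differences in the tau+/+ libraries enlarge the tau+/+ response of the list. They were also selected for a missing or milder response in tau-/-, so the list by itself cannot show how common such a response is.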

Using this experimental paradigm, we employed whole transcriptome sequencing to determine if absence of excitotoxicity-associated IEGs in tau^−/−^ mice reflects a general lack of response, or if only distinct genes are differentially regulated. Global comparison of mRNA levels in brains 1 h after administration of PTZ showed clusters of both differentially and similarly regulated genes in tau^+/+^ and tau^−/−^ mice (Fig. 4c, Supplementary Fig. 6 and Supplementary Data 1 and 2). 

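Of the 230 genes, 175 were higher and 55 were lower after PTZ in tau+/+. The median log2 response of the rising genes was 0.97 in tau+/+, with a range from 0.59 to 4.72, and −0.06 in tau-/-. The falling genes had a median log2 response of −0.82 in tau+/+ and −0.15 in tau-/-. By the study's own threshold of 1.5-fold, 126 of the 175 rising genes (72.0%, 95% Wilson interval 64.9% to 78.1%) stayed within 1.5-fold of vehicle in tau-/-. Another 18 rising genes rose by over 1.5-fold in tau-/-, and 31 were lower by over 1.5-fold, with Defb11, at 0 FPKM in tau-/- PTZ, counted as lower. Of the 55 falling genes, 46 stayed within 1.5-fold of vehicle in tau-/-, 7 fell and 2 rose by over 1.5-fold. The intervals cover only the number of genes, which are not independent of each other. Counted in the direction of tau+/+, the response was smaller in tau-/- for 224 of the 230 genes, among them 21 that changed by more in tau-/- than in tau+/+ but in the opposite direction, and Defb11, which is listed at 0. The authors' label stands for an absent or milder response in tau-/-, so a high count follows in part from how the list was made. With tau+/+ vehicle as the baseline of tau-/- PTZ, the median log2 response of rising genes in tau-/- was 0.17, and 34 of the 175 rose by over 1.5-fold. In the vehicle libraries, 121 of the 175 rising genes were higher in tau-/- than in tau+/+, and 41 of the 55 falling genes were lower. The median log2 difference between the vehicle libraries over all rising genes was 0.23. Part of this is set by the selection of genes on the same tau+/+ vehicle library. The largest rises in tau+/+ were those of Fosb, Npas4, Atf3, Fos and Cyr61, with log2 responses of 4.72, 4.58, 4.40, 4.13 and 4.00. Their log2 responses in tau-/- were 0.60, 0.64, 1.48, 1.01 and 2.46. The largest falls in tau+/+ were those of Gm13629, Isoc2b, Amn, Zfp105 and Zfp11, with log2 responses from −1.63 to −1.04 and values under 4 FPKM in every library. Apart from Defb11, the largest falls in tau-/- were in Slc4a5, Ttr, Folr1, F5 and Kcnj13, which are transcripts of choroid plexus epithelium, and all 15 listed genes of that epithelium were lower in tau-/- PTZ than in the other 3 libraries.

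**Figure D1:**
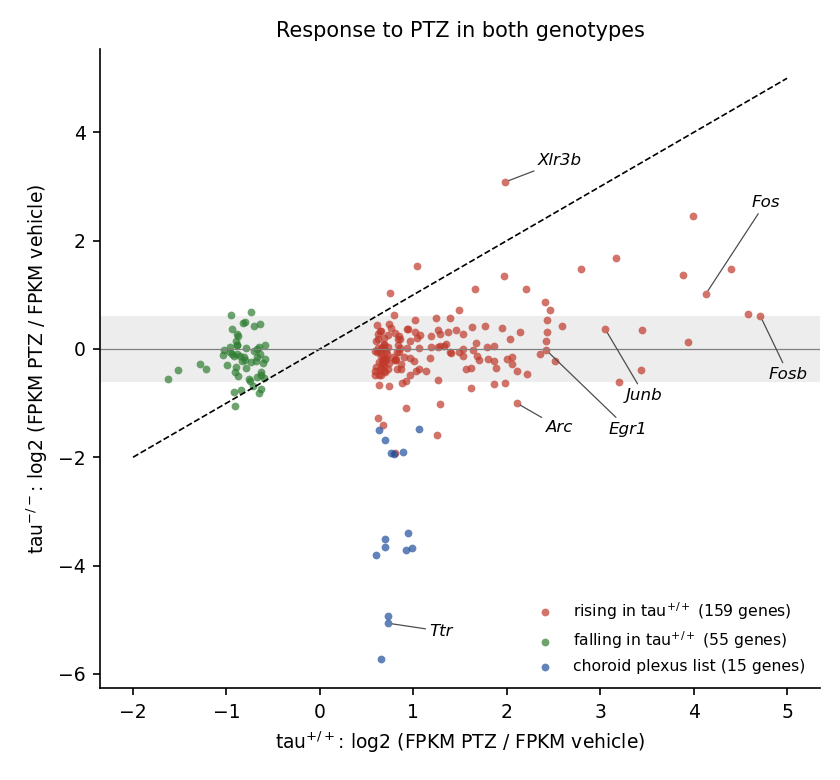
Log2 of FPKM with PTZ over FPKM with vehicle in tau+/+ (horizontal axis) against tau-/- (vertical axis), 1 point per gene and 1 library per condition. Red points rise and green points fall in tau+/+, blue points are the 15 genes of the choroid plexus list, the gray band marks changes within 1.5-fold in tau-/-, and the dashed line marks equal responses. Defb11, listed at 0 in tau-/- PTZ, is not drawn. Most points lie between the dashed line and 0 or within the band, and the blue points lie between −1.47 and −5.73 on the vertical axis.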

Quantitative PCR of selected genes independently confirmed this differential regulation upon PTZ administration (Fig. 4d), and shows a similar profile of differentially regulated genes following MCAO of tau^+/+^ and tau^−/−^ mice (Fig. 4e). 

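The IEGs measured by quantitative PCR were also among the sequenced genes. Arc, on chromosome 15 of GRCm38 from 74669083 to 74672570, had 39.0 FPKM in tau+/+ vehicle, 168 FPKM in tau+/+ PTZ, 67.2 FPKM in tau-/- vehicle and 33.6 FPKM in tau-/- PTZ. Its log2 response was 2.11 in tau+/+ and −0.999 in tau-/-, but against tau+/+ vehicle the log2 change in tau-/- PTZ was −0.21. Fos, on chromosome 12 from 85473890 to 85477273, rose from 6.80 to 119 FPKM in tau+/+ and from 9.43 to 19.1 FPKM in tau-/-, so its response was smaller but not absent. Junb, on chromosome 8 from 84974484 to 84978718, rose from 29.8 to 248 FPKM in tau+/+, a log2 response of 3.05, and had a log2 response of 0.37 in tau-/-. Egr1, on chromosome 18 from 34859823 to 34864984, had log2 responses of 2.42 and −0.02, and it started 1.49-fold higher in tau-/- vehicle than in tau+/+ vehicle. Jun, Fosl2 and Ptgs2 had log2 responses of 1.04, 1.63 and 2.14 in tau+/+ and of 0.20, 0.40 and 0.32 in tau-/-. A list of 30 activity-induced IEGs, written after the values of Supplementary Data 1 had been read, was present in full. Its median log2 response was 2.11 in tau+/+ and 0.07 in tau-/-. In tau-/-, 22 of the 30 genes stayed within 1.5-fold of vehicle, 6 rose by over 1.5-fold and 2 fell by over 1.5-fold. The tau-/- vehicle value was above the tau+/+ vehicle value in 25 of the 30 genes. Against tau+/+ vehicle, the median log2 response of the list in tau-/- was 0.44, and 12 of the 30 genes rose by over 1.5-fold, among them Junb at 1.74-fold, while 0 fell by over 1.5-fold.

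**Figure D2:**
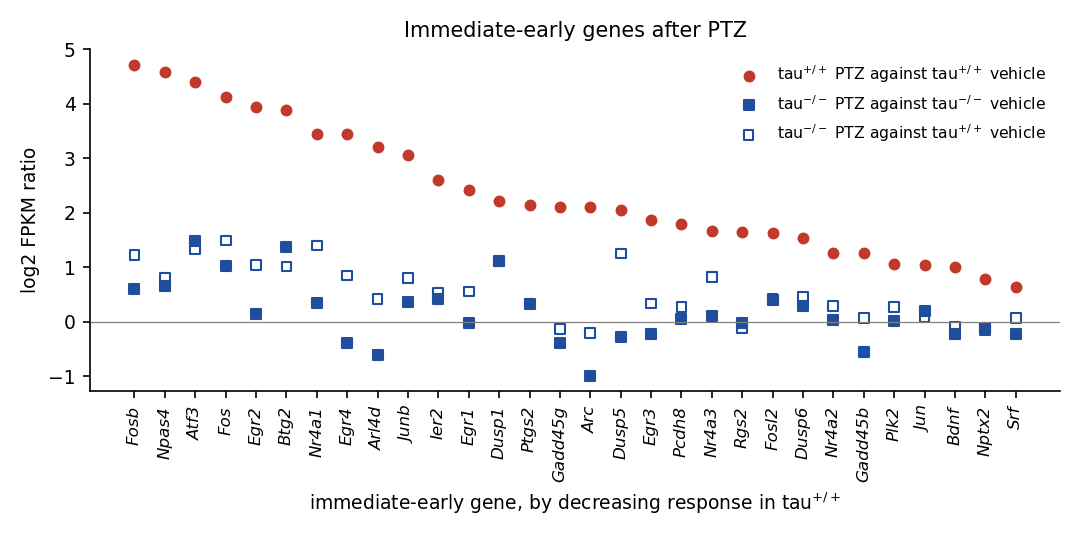
Log2 FPKM ratios of the 30 IEGs, 1 library per condition. Red circles are tau+/+ PTZ over tau+/+ vehicle, filled blue squares tau-/- PTZ over tau-/- vehicle, and open blue squares tau-/- PTZ over tau+/+ vehicle. Every red circle lies above both squares of its gene, and for Arc both squares lie below 0.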

Taken together, differential regulation of gene clusters suggests differential activation of distinct signaling pathways in tau^+/+^ and tau^−/−^ during excitotoxicity upon PTZ administration and MCAO.

Given the prominent role of excitotoxicity in stroke^8^ and that tau^−/−^ mice show an increased latency to developing severe excitotoxic seizures induced by 50 mg/kg pentylenetetrazole (PTZ)^20, 21^, we focused our mechanistic investigation on the contribution of excitotoxic signaling to brain damage. Focusing on excitotoxicity was further supported by larger brain damage after intra-cortical infusion of NMDA in tau^+/+^ compared to tau^−/−^ mice (Fig. 5a, b), and reduced NMDA-mediated neuronal death in tau^−/−^ compared with tau^+/+^ primary cultured neurons (Fig. 5c, d).

**Fig. 5:**
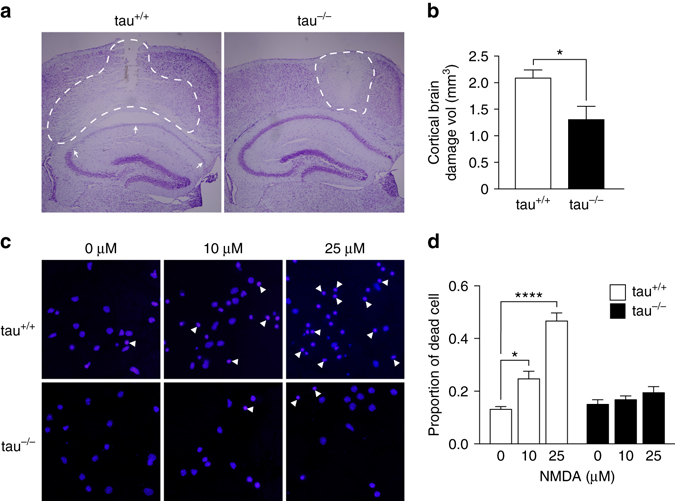
Tau-depletion reduced neurotoxicity of NMDA. **a** Representative Nissl staining of tau^+/+^ and tau^−/−^ brains 24 h after infusion of 0.2 µl of 50 mM NMDA into the cortex with pale appearance of damaged brain area (*broken lines*). Note that the damaged area extends profoundly into the CA1 region of the hippocampus (*arrows*) in tau^+/+^ but not tau^−/−^ brains, suggesting progressive expansion of excitotoxicity only in tau^+/+^ brains. **b** Quantification confirmed less total brain damage in tau^−/−^ compared to tau^+/+^ mice (*p < 0.05, *N* = 4; Student’s *t*-test). **c** Primary cortical neurons treated with 0, 10 and 25 µM NMDA showed less cell death (determined by nuclear condensation (some indicated by *arrowheads*), DAPI) in tau^−/−^ compared with tau^+/+^ cells. **d** Quantification of neuron death induced by NMDA in tau^−/−^ and tau^+/+^ cells (*p < 0.05; ****p < 0.0001; *N* = 12; two-way ANOVA (Sidak post hoc)). All *error bars* are s.e.m

### Tau^−/−^ mice lack excitotoxic Ras/ERK activation

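DAVID compares a list of genes with the members of annotated pathways, here KEGG pathways, and scores pathways that hold more of the list than chance would give. Apart from the MAPK set, the pathway sets held few listed genes, and some of these are MAPK genes too. Gadd45g and Gadd45b of the p53 set are also in the MAPK set. So are Fos, Jun and Cd14 of the toll-like receptor set. The p53 and toll-like receptor medians are therefore not independent of the MAPK set. The p53 set held Cdkn1a, Gadd45g, Thbs1 and Gadd45b, whose median log2 response was 1.41 in tau+/+ and −0.38 in tau-/-, with all 4 genes below vehicle in tau-/-. Each of the 4 was higher in tau-/- vehicle than in tau+/+ vehicle, and against tau+/+ vehicle their median log2 response in tau-/- was 0.05. Gadd45g, on chromosome 13 of GRCm38 from 51846678 to 51848468, rose from 13.5 to 58.0 FPKM in tau+/+ and went from 16.3 to 12.3 FPKM in tau-/-. The toll-like receptor set held Fos, Jun, Cd14 and Lbp, with a median log2 response of 1.28 in tau+/+ and 0.04 in tau-/-, and these 4 genes did not move together. Lbp, on chromosome 2 from 158306493 to 158332852, rose from 6.56 to 10.2 FPKM in tau+/+ and fell from 5.04 to 1.79 FPKM in tau-/-, and it is 1 of the 15 choroid plexus genes. Cd14 stayed between 0.705 and 2.04 FPKM in all 4 libraries, where the relative error is large. The Wnt, melanogenesis, basal cell carcinoma and hedgehog sets held the same 2 genes, Wnt10a and Wnt9a. Wnt10a, on chromosome 1 from 74791516 to 74804179, went from 1.43 to 0.763 FPKM in tau+/+ and from 1.76 to 0.847 FPKM in tau-/-. Wnt9a, on chromosome 11 from 59306928 to 59333552, went from 1.80 to 1.00 FPKM in tau+/+ and from 2.05 to 1.21 FPKM in tau-/-. Their log2 responses were −0.91 and −0.85 in tau+/+ and −1.06 and −0.76 in tau-/-. Against tau+/+ vehicle, the log2 responses in tau-/- were −0.76 for Wnt10a and −0.57 for Wnt9a. Both genes stayed between 0.763 and 2.05 FPKM, where the relative error is large, so these differences between genotypes are uncertain.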

DAVID pathway analysis indicated MAPK, p53, toll-like receptor, Wnt, melanogenesis, basal cell carcinoma and hedgehog signaling being differentially engaged upon PTZ-administration in tau^+/+^ and tau^−/−^ mice (Fig. 4f and Supplementary Table 2). Amongst these, MAPK signaling appeared to be most significantly affected in tau^−/−^ mice (Fig. 4f), with the majority of differentially regulated target genes being down-stream of ERK1/2 (Supplementary Table 2). Therefore, we next investigated ERK activation in tau^+/+^ and tau^−/−^ brains after PTZ administration. 

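The MAPK set held 12 listed genes, all of which were highest in tau+/+ PTZ among the 4 libraries. Their median log2 response was 1.53 in tau+/+, with a range from 0.63 to 4.13, and −0.17 in tau-/-, with a range from −0.57 to 1.11. In tau-/-, 10 of the 12 genes stayed within 1.5-fold of vehicle, while Fos and Dusp1 rose by over 1.5-fold. Taken against tau+/+ vehicle, the median log2 response in tau-/- was 0.20, and 4 of the 12 genes rose by over 1.5-fold. Dusp1, on chromosome 17 of GRCm38 from 26505590 to 26562128, encodes a phosphatase that inactivates MAP kinases, and it rose from 8.70 to 40.2 FPKM in tau+/+ and from 8.66 to 18.7 FPKM in tau-/-. Dusp5, on chromosome 19 from 53529109 to 53542431, encodes a nuclear phosphatase of ERK1/2. Its values were 4.54 FPKM in tau+/+ vehicle, 18.9 FPKM in tau+/+ PTZ, 13.1 FPKM in tau-/- vehicle and 10.8 FPKM in tau-/- PTZ, so the sign of its tau-/- response depends on the vehicle library used. Nr4a1, on chromosome 15 from 101254269 to 101274795, rose from 16.3 to 178 FPKM in tau+/+, and its log2 response in tau-/- was 0.35 against tau-/- vehicle and 1.40 against tau+/+ vehicle. Dusp6, on chromosome 10 from 99263231 to 99267489, encodes a cytoplasmic phosphatase of ERK1/2 and had log2 responses of 1.53 in tau+/+ and 0.28 in tau-/-. Srf had the smallest response of the set in tau+/+, with a log2 of 0.63, and a log2 response of −0.24 in tau-/-. In 10 of the 12 genes, tau-/- vehicle was above tau+/+ vehicle, and the median log2 difference over all 12 was 0.37. The paper states that most of the differently regulated target genes lie downstream of ERK1/2, and for this reason turns to ERK itself.

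**Figure D3:**
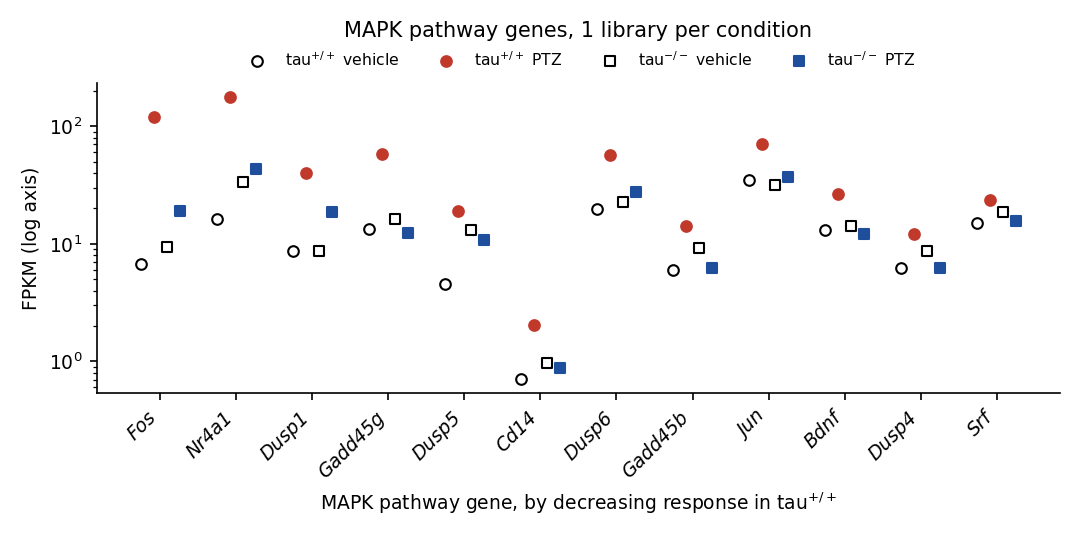
FPKM of the 12 MAPK pathway genes on a log axis, 1 point per library. Circles are tau+/+ and squares tau-/-, open symbols vehicle and filled symbols PTZ. The filled circle is the highest point of each gene, and the open square of Dusp5 lies at 13.1 FPKM, above the open circle at 4.54 FPKM.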

In tau^+/+^ mice, PTZ induced transient but pronounced ERK phosphorylation 10 min after administration that returned to baseline within 30 min (Fig. 6a, b). In contrast, virtually no increase in ERK phosphorylation occurred in brains of PTZ-treated tau^−/−^ mice. To directly assess NMDAR-mediated activation of ERK signaling, we treated primary neurons with NMDA (Fig. 6c, d). This resulted in increased levels of ERK phosphorylation in tau^+/+^ neurons, but no activation and rather decreased phosphorylation of ERK in tau^−/−^ cells. This is in line with a failure to activate ERK downstream of synaptic NMDARs, while ERK inhibition mediated by extra-synaptic NMDARs^36^ remained intact in tau^−/−^ neurons. Accordingly, treatment of primary neurons with bicuculline or KCl to increase synaptic glutamate levels and induce excitotoxic signaling^37, 38^ resulted in ERK phosphorylation and IEGs induction in tau^+/+^ but not tau^−/−^ cells (Fig. 6e–g). Significant ERK phosphorylation upon receptor-independent activation with forskolin in tau^+/+^ and tau^−/−^ neurons suggests that the ERK signaling cascade per se is functional, but at a reduced level in tau^−/−^ mice (Fig. 6e, f), indicating some form of inhibition. Taken together, tau^−/−^ mice lack ERK activation upon excitotoxic stimulation.

**Fig. 6:**
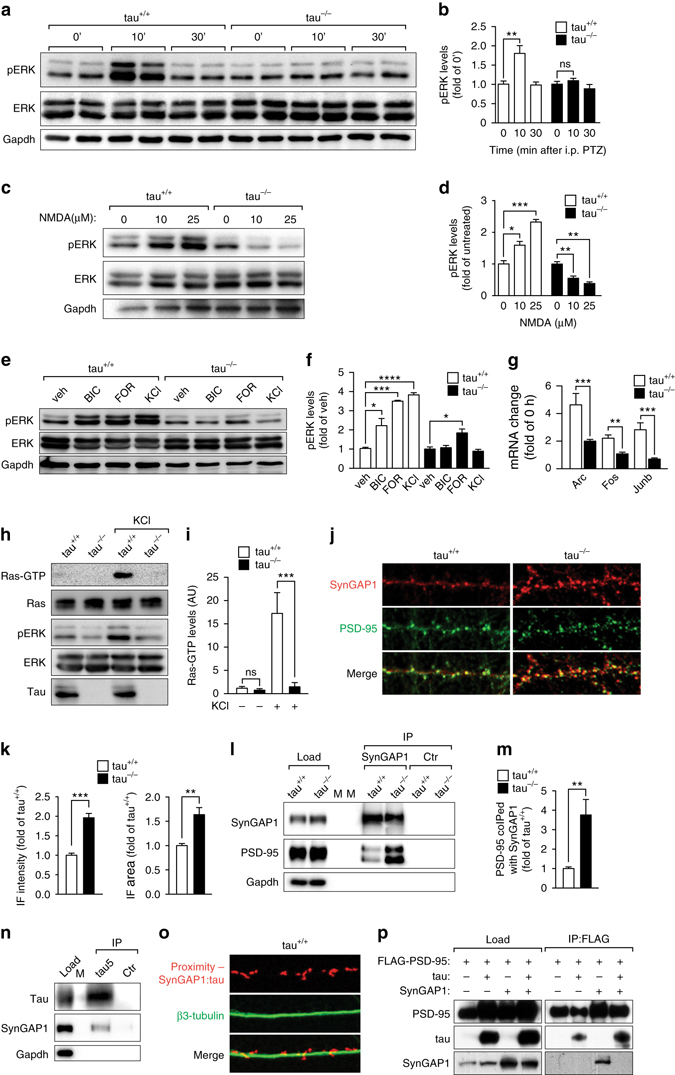
SynGAP1 accumulation blocks Ras/ERK signaling at the post-synapse in tau^−/−^ mice. **a** Western blotting of brain extracts; PTZ induced transient ERK phosphorylation 10 min after administration in tau^+/+^ but not tau^−/−^ mice, **b** as confirmed by quantification of independent blots (**p < 0.01; *N* = 6; one-way ANOVA (Tukey post hoc)). **c** Primary tau^+/+^ but not tau^−/−^ neurons showed ERK phosphorylation when challenged with 10 and 25 µM NMDA, **d** as confirmed by quantification of independent blots (*p < 0.05; **p < 0.01; ***p < 0.001; *N* = 3; one-way ANOVA (Tukey post hoc)). **e** Primary tau^+/+^ neurons showed ERK phosphorylation when treated with bicuculline (BIC), forskolin (FOR) and KCl. In contrast, primary tau^−/−^ neurons showed only increased ERK phosphorylation upon treatment with FOR, though to a lower degree. **f** Quantification of independent blots confirmed BIC-, FOR- and KCl-induced ERK phosphorylation in tau^+/+^ neurons, while only FOR significantly activated ERK in tau^−/−^ cells (*p < 0.05; ***p < 0.001; ****p < 0.0001; *N* = 6; one-way ANOVA (Tukey post hoc)). **g** BIC treatment of primary neurons resulted in upregulation of Arc, Fos and Junb mRNA levels in tau^+/+^, but little to none in tau^−/−^ cells (**p < 0.01; ***p < 0.001; *N* = 6; Student’s *t*-test). **h** Activated Ras (Ras-GTP) was pulled down from KCl treated tau^+/+^, but not tau^−/−^ brain slices. Total Ras levels, however, were comparable tau^−/−^ and tau^+/+^ mice. Concomitant ERK activation was only seen in KCl treated tau^+/+^ slices. **i** Quantification of independent blots confirmed that Ras activation occurred only in tau^+/+^ mice (***p < 0.001; *N* = 6; one-way ANOVA (Tukey post hoc)). **j** Confocal imaging of primary neurons co-stained with SynGAP1 (*green*) and PSD-95 (*red*) showed more intensive labeling of spines for SynGAP1 that co-localized with PSD-95 in tau^−/−^ than in tau^+/+^ neurons. **k** Both, immunofluorescence intensity and cluster size of SynGAP1 in spines were significantly increased in tau^−/−^ compared to tau^+/+^ neurons (**p < 0.01; ***p < 0.001; *N* = 5; Student’s *t*-test). **l** Immunoprecipitation (IP) with a SynGAP1-specific antibody co-purified 3.8-fold more PSD-95 from tau^−/−^ brain extracts than from tau^+/+^ lysates. Control (ctr) precipitations were done without primary antibodies. Load represents brain extracts used for immunoprecipitation. M, marker. **m** Quantification of 6 independent experiments showed a significant increase in SynGAP1/PSD-95 interaction in tau^−/−^ compared to tau^+/+^ mice (**p < 0.01; *N* = 6; Student’s *t*-test). **n** SynGAP1 interacts with tau in brain extracts from wild-type mice, as revealed by co-IP using a tau-specific antibodies (tau5). Control (ctr) precipitations were done without primary antibodies. M, marker lanes. **o** SynGAP1 and tau are in a complex within dendritic spines, as determined by a < 40 nm proximity ligation assay (SynGAP1:tau; *red*) using SynGAP1- and tau-specific antibodies. Dendritic shafts were counter-stained with β3-tubulin (*green*). **p** IP of FLAG-PSD95 co-precipitated SynGAP1 in the absence but not in the presence of tau from transiently transfected cells (load) (*N* = 3). All *error bars* are s.e.m

NMDARs activate ERK via the Ras/Raf/MEK signaling pathway^39^. We have previously shown that tau-depletion compromises NMDAR downstream signaling^21^. Despite tau interacting with PSD-95^21, 40^, its role in down-stream excitotoxic signaling remained to be shown. To identify the step of the Ras/Raf/MEK cascade in which tau regulates NMDAR-induced ERK activation, we first quantified excitotoxic Ras activation by Raf-mediated pull-down of active, GTP-bound Ras. Surprisingly, no Ras activation occurred in tau^−/−^ neurons after hyperexcitation compared to tau^+/+^ (Fig. 6h, i), despite indistinguishable total and synaptic Ras levels (Fig. 6h and Supplementary Fig. 7), suggesting tau regulation of ERK activation is upstream of Ras.

RasGRF, a guanine-nucleotide exchange factor that converts GDP-bound Ras into its active GTP-bound state, has previously been shown to mediate Ras activation down-stream of NMDAR^39, 41^. In contrast, SynGAP1 is an endogenous inhibitor of Ras at the post-synapse^42, 43^ that catalyzes GTP hydrolysis thereby inactivating Ras^44^. We first tested for changes in total and synaptic levels of RasGRF in tau^−/−^, but did not find any alterations (Supplementary Fig. 7). Similarly, the interaction between RasGRF and NMDARs was unchanged in tau^−/−^ compared to tau^+/+^ mice, and we found no evidence of an interaction between RasGRF and tau that may have indicated a functional relevance possibly lost in tau^−/−^ mice (Supplementary Fig. 7). In contrast, immunofluorescence staining revealed significantly stronger labeling of SynGAP1 that co-localizes with post-synaptic PSD-95 in tau^−/−^ compared to tau^+/+^ neurons, indicative of increased synaptic levels of SynGAP1 in tau^−/−^ neurons (Fig. 6j, k). Since SynGAP1 resides at the post-synaptic density (PSD)^42, 43^, we next determined if the functional interaction between SynGAP1 and PSD-95 is altered in the absence of tau. To our surprise, immunoprecipitation of SynGAP1 co-purified markedly more PSD-95 from tau^−/−^ than tau^+/+^ brains (Fig. 6l, m), indicating that more SynGAP1 is bound to PSD-95 in the absence of tau. This raised the question if tau has a direct regulating effect on post-synaptic SynGAP1. Therefore, we first assessed if tau and SynGAP1 reside together in a complex by co-immunoprecipitation. Immunoprecipitation with 3 different tau antibodies co-precipitated SynGAP1 from tau^+/+^ brain extracts (Fig. 6n and Supplementary Fig. 7). Since co-immunoprecipitation from tissue lysates does not provide spatial information, we next employed antibody-based fluorescence in situ proximity determination in primary tau^+/+^ neurons. Using tau- and SynGAP1-specific antibodies, we found that tau and SynGAP1 reside in close proximity exclusively within dendritic spines of tau^+/+^ neurons (Fig. 6o). Finally, SynGAP1 co-immunoprecipitate with PSD-95 in the absence, but not in the presence of co-expressed tau from transiently transfected cells (Fig. 6p), suggesting negative regulation of PSD-95/SynGAP1 complexes by tau. In summary, our data suggests a post-synaptic accumulation of SynGAP1 in tau^−/−^ mice, where it blocks Ras activation and therefore NMDAR-mediated ERK signaling.

### Reducing SynGAP1 restores susceptibility in tau^−/−^ mice

If increased post-synaptic accumulation of SynGAP1 in tau^−/−^ neurons contributes to the protection from excitotoxicity, reducing SynGAP1 levels should render tau^−/−^ neurons again susceptible to excitotoxic damage and possibly brain damage after MCAO. Therefore, we designed short hairpin RNA (shRNA) for AAV-mediated targeted knockdown of SynGAP1 (AAV-SG1-shR) in neurons of tau^−/−^ mice. We administered AAV-SG1-shR or a control shRNA-expressing AAV (AAV-ctr-shR) by intracranial injections at postnatal day P1-3 in mice and showed significantly reduced levels of SynGAP1 in AAV-SG1-shR-injected, compared to AAV-ctr-shR-injected and naive mice at 2 months of age (Fig. 7a). Identification of transduced cells was determined by bicistronic expression of a GFP reporter cassette downstream of the shRNA. Imaging showed the widespread distribution of GFP expression throughout the brain and reduction of SynGAP1 staining in transduced areas (Fig. 7b). Hence, intracranial AAV-SG1-shR delivery efficiently reduced SynGAP1 levels in vivo.

**Fig. 7:**
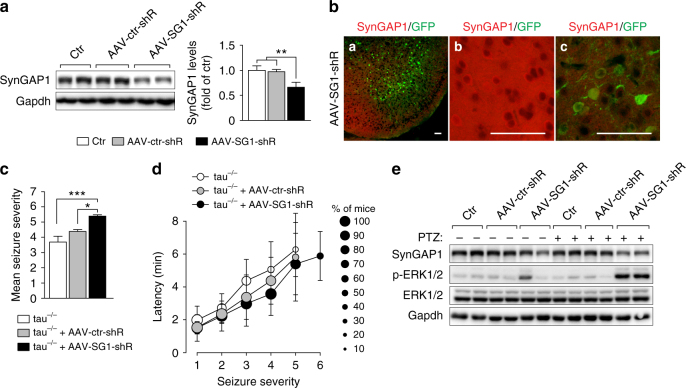
Reducing SynGAP1 levels in tau^−/−^ mice reinstates susceptibility to seizures and ERK activation. **a** Neonatal (P1-3) wild-type C57Bl/6 mice were injected intracranially with AAVs expressing either shRNA to knockdown SynGAP1 (AAV-SG1-shR) or control shRNA (AAV-ctr-shR). Western blotting of cortical extracts from 2-month-old naive (ctr) and AAV-injected mice showed marked reduction of SynGAP1 levels in AAV-SG1-shR-injected mice. Quantification of band intensities confirmed significant SynGAP1 reduction by AAV-SG1-shR (**p < 0.01; *N* = 9; one-way ANOVA (Tukey post hoc)). **b** Example of GFP reporter expression in neurons throughout the cortex of AAV-SG1-shR-injected mice. Double labeling with a SynGAP1 antibody (*red*) revealed SynGAP1 expression in areas with no GFP expression and marked reduction of SynGAP1 in GFP-positive areas, suggesting efficient knockdown. Higher magnification of areas with neuronal and synaptic SynGAP1, but no GFP expression (*middle*), or neuronal GFP reporter expression with reduced SynGAP1 (*right*). *Scale bars*, 100 µm. **c** AAV-SG1-shR, but not AAV-ctr-shR injection increased the mean seizure severity in tau^−/−^ mice after administration of 50 mg/kg PTZ (*p < 0.05; ***p < 0.001; *N* = 11 (tau^−/−^), *N = *13 (AAV injected tau^−/−^); one-way ANOVA (Tukey post hoc)). **d** More tau^−/−^ mice injected with AAV-SG1-shR developed higher degree seizures after administration of 50 mg/kg PTZ, compared with naive (ctr) or AAV-ctr-shR-injected tau^−/−^ mice. The latency of seizure progression was comparable. **e** Strong ERK1/2 phosphorylation 10 min after 50 mg/kg PTZ administration in AAV-SG1-shR-injected, but not AAV-ctr-shR-injected or naive (ctr) tau^−/−^ mice, together with reduction of SynGAP1 levels. Detection of ERK1/2 and Gapdh confirmed equal loading. All *error bars* are s.e.m

We then administered AAV-SG1-shR or AAV-ctr-shR in newborn tau^−/−^ mice to determine the effects of SynGAP1 reduction in vivo. First, we induced excitotoxic seizures by administering 50 mg/kg PTZ to 2 month-old tau^−/−^ mice, which had received intracranial injections of either AAV-SG1-shR or AAV-ctr-shR at P1-3. Both mean seizure severity and latency to developing seizures were comparable in AAV-ctr-shR-injected and naive tau^−/−^ mice (Fig. 7c, d), suggesting no effects from AAV-injection and shRNA expression per se. In contrast, AAV-SG1-shR injections increased the mean seizure severity of tau^−/−^ mice significantly. While the latency was not significantly reduced in AAV-SG1-shR-injected tau^−/−^ mice, more mice developed severe bouncing seizures that were rarely seen in AAV-ctr-shR-injected or naive tau^−/−^ mice within 10 min after PTZ administration (Fig. 7d). In parallel to restoring sensitivity of tau^−/−^ mice to PTZ-induced seizures by knocking down SynGAP1, Western blotting revealed that activation of ERK signaling in response to PTZ administration was similar in tau^−/−^ mice injected with AAV-SG1-shR and tau^+/+^ mice (Figs. 7e and 6a). In tau^+/+^ mice, there was a moderate trend to a reduced latency to develop more severe seizures with more animals progressing to convulsive seizures when injected with AAV-SG1-shR compared with AAV-ctr-shR-injected controls (Supplementary Fig. 8). Correspondingly, AAV-SG1-shR-injected tau^+/+^ mice showed a trend towards higher levels of ERK phosphorylation 10 min after PTZ compared to AAV-ctr-shR-injected controls (Supplementary Fig. 8). Conversely, SynGAP1 over-expression in primary neurons mitigated NMDA-induced ERK phosphorylation (Fig. 8a, b).

**Fig. 8:**
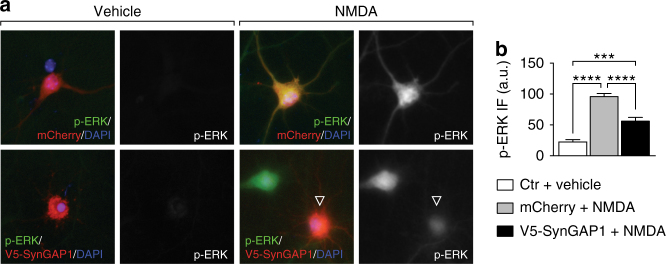
Expression of SynGAP1 mitigated NMDA-induced ERK activation in primary neurons. **a** Primary neurons transiently over-expressing V5-SynGAP1 (*red*) showed less ERK phosphorylation (p-ERK, *green*) in response to NMDA exposure, compared to control cells expressing mCherry (*red*) (or untransfected cells). No p-ERK was detected prior to NMDA treatments. **b** Quantification of fluorescence intensity of p-ERK signals in transfected neurons showed a significant reduction of ERK activation after NMDA in V5-SynGAP1− compared to mCherry-expressing neurons. Controls (ctr) comprised both mCherry, SynGAP1 or untransfected cells (***p < 0.001; ****p < 0.0001; *N* = 3; one-way ANOVA (Tukey post hoc)). All *error bars* are s.e.m

Finally, we performed transient 1.5 h MCAO with reperfusion in tau^−/−^ mice that were previously injected with AAV-SG1-shR or AAV-ctr-shR at P1-3 (Fig. 9a). AAV-ctr-shR-injected tau^−/−^ mice showed the same minor neurological deficits (Fig. 9b) as naive tau^−/−^ mice after transient MCAO (Fig. 1c). In contrast, knockdown of SynGAP1 in tau^−/−^ mice was associated with severe neurological deficits 24 h after MCAO (Fig. 9b), similar to tau^+/+^ mice (Fig. 1c). The neurological deficits were paralleled by large MCAO-induced brain infarcts in AAV-SG1-shR-injected tau^−/−^ mice after 24 h, while the infarct sizes in AAV-ctr-shR-injected tau^−/−^ mice remained small (Fig. 9c, d). Infarct sizes were comparable 24 h after transient MCAO in in AAV-SG1-shR-injected tau^+/+^ mice compared to AAV-ctr-shR-injected controls, and their neurological deficits did not worsen any further, likely due to the already profound deficits of controls (Supplementary Fig. 8). Taken together, reducing neuronal SynGAP1 levels in tau^−/−^ mice re-established their sensitivity to excitotoxic injury and transient MCAO-induced deficits and brain damage, suggesting tau-mediated excitotoxicity involves control of post-synaptic SynGAP1.

**Fig. 9:**
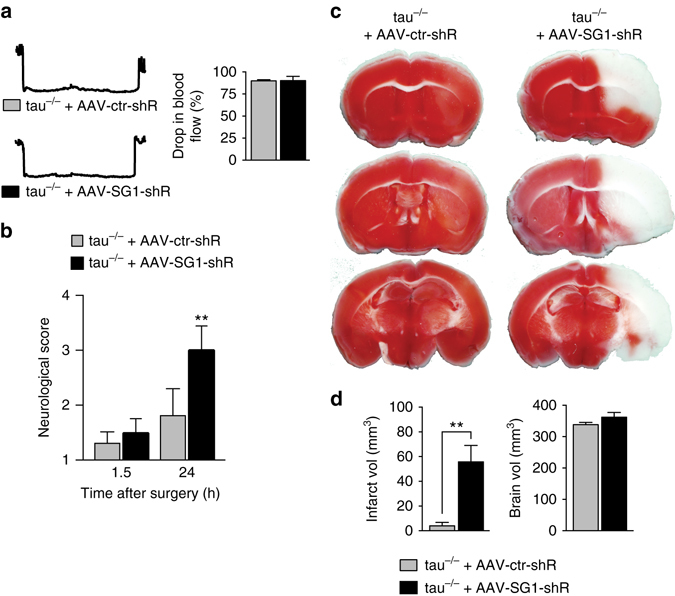
Reducing SynGAP1 levels in tau^−/−^ mice confers susceptibility to transient MCAO. **a** Blood flow was reduced to the same extend during transient MCAO in 2 month-old tau^−/−^ injected with either AAV-SG1-shR or AAV-ctr-shR at P1-3 (not significant; *N* = 5; Student’s *t*-test). **b** Neurological scoring (with higher numbers indicating more severe impairments) revealed similar deficits directly after transient MCAO in AAV-SG1-shR- and AAV-ctr-shR-injected tau^−/−^ mice, but thereafter, neurological deficits in AAV-SG1-shR-injected tau^−/−^ mice progressed more severely than in AAV-ctr-shR-injected tau^−/−^ mice (**p < 0.01; *N* = 5; two-way ANOVA (Tukey post hoc)). **c** Representative TTC-stained brain sections of tau^−/−^ mice injected with AAV-SG1-shR or AAV-ctr-shR 24 h after transient MCAO (viable tissue stains *red*). Note the large infarcted area (*white*) in AAV-SG1-shR-injected tau^−/−^ mice, while only minimal brain damage was present in AAV-ctr-shR-injected tau^−/−^ mice. **d** Infarct and brain volume quantification of serial TTC-stained sections from AAV-SG1-shR-injected compared to AAV-ctr-shR-injected tau^−/−^ mice (**p < 0.01; *N* = 5; Student’s *t*-test). All *error bars* are s.e.m

## Discussion

In the present study, we show that genetic depletion of tau prevents brain damage and neurological deficits after MCAO-induced stroke in mice. In parallel, tau^−/−^ mice lack pronounced excitotoxic IEG response and ERK activation. Mechanistically, we have shown that tau limits the binding of SynGAP1, a site-specific inhibitor of Ras, to the post-synaptic PSD-95 protein complex, enabling Ras-mediated ERK activation downstream of NMDARs (Fig. 10).

**Fig. 10:**
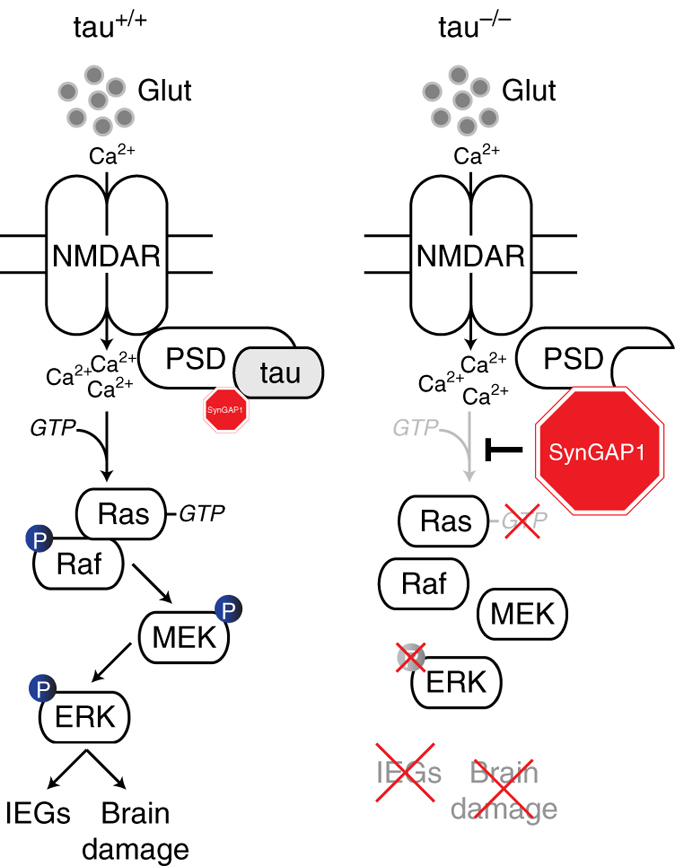
Schematic of excitotoxic, NMDAR-mediated Ras/ERK signaling in tau^+/+^ and tau^−/−^ mice. In wild-type mice (tau^+/+^), excessive synaptic glutamate (glut) levels trigger increased calcium (Ca^2+^) influx via NMDARs at the post-synapse. This triggers Ras activation by GTP binding, and eventually activation (phosphorylation; P) of ERK via the Ras/Raf/MEK/ERK cascade. To allow for Ras activation, levels of the site-specific inhibitor SynGAP1 (*red*) that resides in a complex with PSD-95 and tau need to be controlled (a process we found to be dependent directly or indirectly on tau). In contrast, our data revealed absence of excitotoxic Ras activation and hence downstream ERK phosphorylation in tau^−/−^ mice. In the absence of tau, SynGAP1 is increasingly bound to PSD-95 and completely suppresses site-specific NMDAR-mediate activation of Ras at the post-synapse. As a consequence, neuronal damage and activation of immediate-early genes (IEGs) after stroke and excitotoxic seizures are suppressed

Although the level of protection from brain damage after stroke in tau^−/−^ mice is substantial, it is not unprecedented; a similar ~90% reduction of brain damage after 90 min MCAO has for example been achieved when targeting the NMDAR/PSD-95 complex with interfering peptides^24, 45^ or blocking ERK signaling^46^. Interestingly, the molecular target that conferred this substantial protection^24^ is within the same post-synaptic pathway complex we show in the present study in tau^−/−^ mice. Liu et al.^29^ showed that 90 min MCAO caused a small area of brain damage within 1 h after the procedure, that gradually increased in size involving a majority of the hemisphere 24 h later, far beyond the terminal supply area of the MCA. For comparison, the brain damage in tau^−/−^ mice 24 h after MCAO was of a size similar to that reported for wild-type mice directly after MCAO^26, 29^. Importantly, the reduction in infarct size in tau^−/−^ mice was despite similar initial functional deficits, reduction in EEG activity and physiological responses directly following the procedure compared to tau^+/+^ littermates. Furthermore, neuronal excitability in tau^−/−^ and tau^+/+^ mice indistinguishable. Our data suggests that tau significantly contributes to progressive damage of at-risk brain areas, likely by regulating excitotoxic signaling. Differences in brain vasculature, however, are unlikely to underlie the protection from stroke in tau^−/−^ mice, since laser Doppler flowmetry showed the same reduction in cerebral blood flow during the MCAO procedure in tau^+/+^ and tau^−/−^ mice, and reduction of SynGAP1 levels restored susceptibility to brain damage after MCAO in tau^−/−^ mice. The latter molecular intervention would not affect cerebral blood supply and would not have abolished the protection in tau^−/−^ mice if vascular differences conferred this protection.

Others and we have previously reported that tau-deficient mice are protected from Aβ-induced deficits in AD mouse models, due to reduced susceptibility to excitotoxic neuronal damage^20, 21, 47^. The protection of tau^−/−^ (and to a lesser degree tau^+/−^) mice from excitotoxic brain damage received further support using either pharmacological^20, 21^ or genetic epilepsy models^48^, as well as by direct intra-cortical NMDA infusion used in our study. Brain damage due to ischemia is orchestrated by a range of molecular mechanisms, including excitotoxicity^8^. Using the PTZ model of a temporally controlled and synchronized excitotoxic response, allowed us to explore the distinct tau-dependent molecular mechanisms. Interestingly, the cellular response to both the MCAO and PTZ paradigms were remarkably similar at the gene regulation level (Fig. 4). Furthermore, translating the molecular mechanisms of tau-dependent SynGAP1 regulation at the post-synapse back into the MCAO model supported our approach.

Differential mRNA expression in PTZ-treated tau^−/−^ mice together with pathway prediction suggested compromised MAPK signaling. Combining experiments in primary neurons and in vivo, we were able to show that tau is required to induce IEG response and mediate cell damage via Ras/ERK signaling down-stream of NMDARs hyperexcitation. Supporting that a lack of Ras/ERK signaling in tau^−/−^ mice after MCAO contributes to the protections, others and we previously showed that inhibiting ERK activation with MEK1 inhibitors prevented IEG response, epileptogenesis and stroke-associated progressive brain damage^46, 49, 50^. Taken together, Ras/ERK signaling is a major pathway in mediating excitotoxic brain damage, and is regulated down-stream of NMDARs by tau.

The absence of Ras-GTP after stimulation of tau^−/−^ neurons indicated a role of tau in excitotoxic NMDAR signaling upstream of Ras. SynGAP1 is found exclusively at post-synaptic sites in neurons, where it interacts with PSD-95 and inhibits Ras activity^42, 43^. The latter function of SynGAP1 is modulated by CaMKII-mediated and cdk5-mediated phosphorylation, which drives SynGAP1 out of post-synaptic densities, thereby possibly preventing excessive NMDAR-mediated Ras activation^43, 51–54^ and regulating AMPA receptor trafficking^55^. SynGAP1 belongs to the Ras GTPase activating protein (RasGAP) family, which inactivate Ras by catalyzing GTP hydrolysis, bringing Ras back into its inactive, GDP-bound state^44^. Surprisingly, but in line with absent Ras activation in tau^−/−^ neurons, we found markedly elevated levels of SynGAP1 at the post-synapse in complexes with PSD-95 in tau^−/−^ brains. Transient cerebral ischemia in rats resulted in persisting (up to 24 h) phosphorylation of SynGAP1^56, 57^, promoting increased interaction with Fyn paralleled by decreased PSD-95/SynGAP1 interaction^56^. This may reduce SynGAP1-mediated inhibition of excitotoxic Ras activation and therefore contribute to neuronal damage^56^. We have previously shown that synaptic Fyn levels are markedly reduced in tau^−/−^ mice^21^, possibly exacerbating the Ras-inhibitory effect of increased SynGAP1 levels during transient MCAO. Interestingly, pathogenic mutations in *SYNGAP1* have been linked to mental retardation^58^ and distinct forms of epilepsy^59, 60^. Both, pathogenic missense and truncation mutants of *SYNGAP1* failed to reduce activity-dependent ERK phosphorylation when expressed in neurons, suggesting a loss-of-function mechanism^60^. Similarly, ERK activation is increased in primary neurons obtained from SynGAP1^−/−^ mice^61^ and by siRNA-mediated knockdown of SynGAP1 in primary wild-type neurons after NMDAR excitation^62^. While homozygote SynGAP1-deficient mice die postnatally^63^, heterozygote SynGAP1-deficient mice are characterized by cognitive defects and spine maturation defects^64–67^. Importantly, we showed that reducing SynGAP1 levels in tau^−/−^ mice by AAV-mediated shRNA expression, reinstated their susceptibility to induced seizures and progressive neurological deficits with brain damage following transient MCAO. The degree of seizures, neurological deficits and brain damage in AAV-SG1-shR-injected tau^−/−^ mice following PTZ administration and MCAO were nearly as prominent as in tau^+/+^ mice. This suggests that increased SynGAP1 levels at the post-synapse of tau^−/−^ mice contribute significantly to their protection threshold, likely by providing a constant and strong inhibition of Ras activation and therefore disrupting Ras/ERK pathway in excitotoxic NMDAR signaling.

A number of studies reported changes in tau phosphorylation after ischemia, focusing on long-term effects of pathologically phosphorylated tau (AD-like mechanisms) on memory^14–19^. Consistent with these prior studies, we showed increased tau phosphorylation upon PTZ-induced excitotoxicity and MCAO in wild-type mice (Supplementary Fig. 9). However, our findings that reducing SynGAP1 levels and reinstating an excitotoxic ERK response in tau^−/−^ mice increased susceptibility to induced seizures and abolished the protection from MCAO-mediated brain damage despite the absence of tau, supports that tau phosphorylation does not contribute significantly to the acute excitotoxic deficits. A mechanistic role of tau phosphorylation in particular in the long-term deficits following stroke remains to be shown.

In summary, we showed that tau^−/−^ mice were protected from reperfusion damage induced by transient MCAO. In our study, we focused on tau-dependent excitotoxicity and found reduced excitotoxic Ras/ERK activation down-stream of NMDARs together with a concomitant increase of Ras-inhibiting SynGAP1 at the post-synapse in tau^−/−^ mice, suggesting compartment-specific Ras inhibition. This suggests that tau controls post-synaptic SynGAP1 and therefore NMDAR-dependent Ras/ERK signaling in neurons. Our findings of virtually complete protection of tau^−/−^ mice from acute brain damage in stroke with reperfusion introduce a new role for tau in this context and indicate a critical physiological role for control of post-synaptic compartmentalization of SynGAP1. Finally, our data suggest tau and SynGAP1 as potential drug targets in acute brain damage from stroke, therefore making targeting tau-dependent processes relevant beyond progressive age-related neurodegenerative disorders, such as AD.

## Methods

### Mice

Tau^−/−^ mice were generated by knockin of green fluorescence protein (GFP) encoding cDNA into the first exon of the endogenous *Mapt* locus as described before^68^ (available from JaxMice #004779). Mice were maintained on a C57Bl/6 background. Three to 6 months old male mice were used throughout the study at indicated N-numbers. Experimenters were blinded to the randomly assigned genotype or type of AAV injected for all experiments until after analysis was completed. Blinding and sample/animal randomization was done by staff not involved in the study. All procedures were approved by the Animal Ethics Committee of the University of Sydney and the University of New South Wales, Australia.

### Middle cerebral artery occlusion

Transient MCAO was used to induce stroke in adult mice^69^. Accordingly, male C57Bl/6 mice (age: 3–6 months; body weight: 25–35 g) were anesthetized and placed on their backs to expose the neck area. The common (CCA), external (ECA) and internal carotid arteries (ICA) were exposed via a ventral midline neck incision and connecting tissue around the vasculature was removed. The distal ECA was tied off and opened by arteriotomy and a heat-blunted 5-0 nylon monofilament was inserted and gently advanced upwards, ~10 mm past the CCA bifurcation. Reduction in cerebral blood flow, as determined by transcranial laser Doppler flowmetry (Moor instruments), confirmed MCAO. The monofilament was withdrawn after 1.5 h or 30 min (for long-term follow up) under continued anesthesia. Body temperature was maintained and monitored by placing mice on rectal probe-controlled heat pads (Kent Scientific Corporation) for the duration of the entire procedures. Mice were individually housed after full recovery from anesthesia. Neurological severity scoring (NSS) was done at indicated time points, according to the following (Supplementary Fig. 1): grade 0, no deficits; 1, decreased resistance to lateral push; 2, limb extension; 3, limb elevation; 4, circling. Animals were terminated at indicated time points after onset of MCAO. Mice for long-term follow up (30 min MCAO) were weighed and neurologically scored daily. In sham operated controls, the carotid arteries where exposed and the ECA cauterized before the skin was closed again. Mice that had bleeding complications during the surgery or when the filament was removed were excluded from the study and not counted to the total numbers examined. This occurred in less than 10% of mice, and as frequently in tau^−/−^ and tau^+/+^ mice. Blood pressure was recorded from the tail with CODA Surgical Monitor. Heart rate, peripheral O_2_ saturation and body temperature were monitored using a PhysioSuite system (both Kent Scientific Corporation). Blood gases and electrolytes from whole blood were analyzed with an i-STAT Handheld device and CG8 + cartridges (Abbott).

### Rota-rod testing

Rota-Rod testing of mice that have undergone 30 min of transient MCAO was performed as previously described^70^. Mice were trained on the accelerating-mode Rota-Rod (4–40 r.p.m. over 4 min) for 5 consecutive days prior to the surgery. Testing was done every 2 days after MCAO.

### Cortical NMDA infusion

Stereotaxic surgeries were done as previously described^71^. Briefly, mice were anaesthetized with isoflurane and mounted in a stereotaxic frame (KOPF). The skin over the skull was opened and the bone exposed and cleaned. A small burr hole to allow injection into the brain was drilled into the skull. Coordinates for cortical injections were: AP: −2 mm, RL: 1.2 mm, DV: 1 mm. NMDA (50 mM; 0.2 µl) was infused over 1 minute into the cortex of mice under isoflurane anesthesia. The needle was left in place for another 5 min. After the surgery, mice were removed from the frame and the skin closed with sutures. All surgeries were done under aseptic conditions. Mice were transcardially perfused 24 h after the surgery, brains removed, paraffin embedded and serial sections stained with a standard Nissl protocol. The area damaged was determined on 10 serial 10 µm sections at 100 µm intervals.

### Adeno-associated virus vectors

A KpnI-linkered DNA fragment, entailing the mouse U6 promoter and a SynGAP1 small hairpin (sh) RNA (ccagaaccctctcttccatat), was synthesized (Epochbiolabs, Missouri City, USA) and cloned into a rAAV plasmid containing the CAG promoter driving a humanized renilla GFP reporter (Adeno-associated virus (AAV)-SG1-shR). The same backbone with an EGFP shRNA replacing SynGAP1 served as a control (AAV-ctr-shR). Packaging of rAAV1 vectors was performed as described^72^. One µl of either AAV-SG1-shR or AAV-ctr-shR vector (2 × 10^12^ viral genomes/ml) was injected bilaterally into the striatum ( + 4.0mm AP, ± 1.8 mm ML, −2.3 mm DV from lambda), thalamus ( + 2.0 mm AP, ± 1.7 mm ML, −2.5 mm DV) and cerebellum (−2.3 mm AP, ± 2.0 mm ML, −2.8 mm DV) of cryo-anaesthetized neonatal mice as described^73^.

### Electroencephalography

Methodology of electroencephalography has been previously described^74^. Briefly, after anesthesia with ketamine/xylazine and induction of MCAO, the recording electrode on remote telemetric transmitters (DSI) was implanted in the cornu ammonis (CA) region of the hippocampus (−2.0 mm AP, + 2.0 mm ML, −2.0 mm DV from bregma) and the reference electrode placed above the cerebellum (−6.0 mm AP, 0 mm ML, 0 mm DV). Local field potentials (LFPs) were recorded through amplifier matrices (DSI) at 500 Hz sampling rate (Dataquest A.R.T.). Raw LFPs were noise filtered using a powerline noise filter (DSI). Epileptiform discharge analysis of EEG recordings was performed using NeuroScore software v3.0 (DSI) with integrated spike detection module. Fast Fourier transform-based spectral analysis of interictal sequences was performed using NeuroScore software v3.0 (DSI). Average amplitude envelope time series were obtained by Hilbert transformation of filtered LFPs (MATLAB).

### PTZ administration

To induce excitotoxicity, 6 weeks-old mice were administered pentylenetetrazole (PTZ; 50 mg/kg bodyweight i.p.)^21^. Directly after the injection, mice were individually placed into a 40 × 40 cm box to observe the development of seizures. Seizure severity rating was undertaken by an independent, blinded person as follows: 0, no seizures; 1, immobility; 2, tail extension; 3, forelimb clonus; 4, generalized clonus; 5, bouncing seizures; 6, full body extension; 7, status epilepticus.

### Primary neuronal cultures and staining

Primary neurons were obtained from 16 days-old tau^+/+^ and tau^−/−^ embryos^75^. Briefly, the abdominal cavity of time-mated females was opened to remove the uterus. Embryos were placed on ice, decapitated and brains removed. After meninges were carefully removed, cortices and hippocampi were dissected and incubated with trypsin (Sigma) at 37 °C for 15–20 min, followed by trituration with fire-polished glass Pasteur pipettes (Livingstone) to obtain single cell solutions. Cells were counted using a hemocytometer and plated in Dulbecco’s Modified Eagle Medium (Life technologies) medium containing 10% heat-inactivated fetal bovine serum (Hyclone). Medium was changed to Neurobasal containing B27 supplement and Glutamax (all Life technologies) for continued culturing. Neurons were cultured for 15 days, and then treated with either 10 µM NMDA, 25 µM NMDA, 50 mM KCl, 5 µM forskolin or 50 µM bicuculline for 30 min before harvesting for Western blotting. To determine cell death, cells were treated with 0, 10 or 25 µM NMDA for 30 min. Then, NMDA-containing medium was removed and cells were washed twice with warm Neurobasal medium (Thermo) before conditioned medium from before treatments was added back. After a further 24 h incubation, cells were fixed with 4% PFA and mounted in Fluoromount-G (SouthernBiotech) with DAPI (Molecular Probes). Cells with condensed nuclei were considered dead^76^. For staining, cells were fixed at 21 days in vitro (DIV) with 4% PFA and stained with primary antibodies to SynGAP1 (Sigma) and PSD-95 (Millipore) using established protocols^77^. Images were taken with an Eclipse Ti confocal microscope (Nikon). DIV 4 primary neurons were transfected V5 tagged SynGAP1 (V5-SynGAP1) or mCherry control pLVX expression plasmids using Lipofectamine LTX (Invitrogen) according to the manufacturers protocol. DIV 12 neurons were pre-treated with 5 µM nifedipine, 40 µM CNQX and 1 µM tetrodotoxin citrate (all from Tocris) for 1 h, followed by treatment with 100 µM NMDA (or vehicle) for 6 min at 37 °C/5% CO_2_. Primary antibodies for staining were against phosphorylated ERK (Cell Signaling) and V5 (Sigma), and DAPI was used for nuclear visualization. Phosphorylated ERK staining intensity of randomly selected transfected neurons was quantified using ImageJ (NIH). Data from vehicle treated cells were pooled, since there was no difference between transfections.

### Calcium imaging

Mice were injected at P0 with AAVs expressing the Ca^2+^ reporter GCaMP5G. At 1 month of age, acute brain slices (400 μm) were prepared using VT1200 vibratome (Leica) according to standard procedures. Briefly, mice were sacrificed, brains removed and sectioned coronally in modified high sucrose low sodium ice cold artificial cerebrospinal fluid (sACSF) containing 4 mM KCl, 1 mM CaCl_2_, 6 mM MgCl_2_, 25 mM NaHCO_3_, 246 mM sucrose, 10 mM glucose and the pH indicator phenol red (pH adjusted to 7.3), bubbled with carbogen (95% O_2_, 5% CO_2_). Slices were thereafter maintained at room temperature in artificial cerebral spinal fluid (ACSF) solution containing 119 mM NaCl, 2.5 mM KCl, 2.5 mM CaCl_2_, 1.5 mM MgCl_2_, 26 mM NaHCO_3,_ 1 mM NaH_2_HPO_4_, and 11 mM glucose, bubbled with carbogen. After equilibration of at least 60 min, slices were transferred onto a recording chamber and constantly superfused at 2 ml/min ACSF bubbled with carbogen. After recording baseline responses for 5 min, slices were exposed to 1 mM glutamate (bath applied in ACSF) for 5 min and cortical Ca^2+^ responses were monitored until neurons recovered back to baseline levels. Changes in GCaMP5G fluorescence in the cortex were imaged using a confocal microscope (Zeiss 710NLO LSM, 488 nm excitation; 5x/0.3 W objective). Images were taken every 10 seconds. The Zen software (Zeiss) was used to measure mean pixel intensity of the whole field.

### Histology

Immunohistochemical staining and quantification of fluorescence intensity has been previously described in detail^78^. Briefly, paraformaldehyde fixed and paraffin embedded tissue was section on a microtome (Thermo) to 5 µm. Sections were rehydrated via xylene followed by decreasing concentrations of ethanol. For staining, sections were individually mounted in Sequenza racks (Thermo), blocked with 2% heat-inactivated goat serum (Sigma)/3% bovine serum albumin (Sigma) in PBS, before incubation with primary antibodies. Primary antibodies were visualized by incubation with Alexa-fluorophore labeled secondary antibodies (1:250, Molecular Probes) after washing with PBS. Primary antibodies were against SynGAP1 (1:100, Sigma), MAP2 (1:500, Sigma), Arc (1:100, SantaCruz), pH2AX (1:200, Chemicon), NeuN (1:500, Chemicon), hrGFP (1:250, abcam) and Tau5 (1:250, Invitrogen). DAPI (Molecular Probes) was used for nuclear counterstaining. 1mm fresh brain slices were obtained with a brain blocker (KOPF) and stained for 10 min at 37 °C with a 2% TTC/PBS (Sigma) solution until viable tissue turned bright red. Fluorescence intensity and infarct size were determined using ImageJ (NIH). Infarct sizes were adjusted for cerebral edema using the contralateral hemisphere as control.

### Cerebral vasculature visualization

Cerebral vasculature staining was performed using Indian ink gelatin solution^79^. Briefly, deeply anesthetized mice were perfused with PBS and cold 4% PFA via left ventricular puncture followed by slow infusion of 0.5–1 ml 50% Indian ink in 5% gelatin at a rate of 1 ml per 30 s. Perfusion was stopped prior to ink returning to the right atrium to reduce cerebral venous filling. Mice were then left to chill on ice for 10 min to allow the gelatin to set prior to careful removal of the brain.

### Western blotting

For Western blotting, protein extracts were separated by SDS-PAGE followed by semi-dry transfer onto 0.2 µm nitrocellulose membranes (Invitrogen)^77^. Membranes were blocked with 5% bovine serum albumin (Sigma) in TBS, washed with TBS containing 1% Tween-80 (Sigma) and then incubated with primary antibodies in blocking buffer. Primary antibodies were against ERK (1:1000, Sigma), SynGAP1 (1:1000, Sigma), phospho-ERK (1:500, Cell Signaling), V5 (1:5000, Invitrogen), Tau5 (1:1000, Invitrogen), pS214 (1:1000, Invitrogen), pS422 (1:2000, Invitrogen), pS396/pS404 (1:1000, PHF-1, P. Davies), RAS (1:1000, Millipore), Psd95 (1:2000, Millipore) and Gapdh (1:5000, Millipore). Blots were visualized by HRP-coupled secondary antibodies (1:5000, Sigma), with Luminata Crescendo Western HRP substrate (Millipore), and detected and quantified in a VersaDoc Model 4000 CCD camera (BioRad) or a ChemiDoc MP system (BioRad). Membranes were stripped for re-probing as previously described^77^. Full membranes of all Western blots presented are provided in the Supplementary Fig. 10.

### RNA purification and quantitative PCR

A RNeasy Mini Kit (Qiagen) was used to extract total RNA from mouse brain tissue and primary cultured neurons, following the manufacturer’s instructions. To remove contaminating genomic DNA, an on-column DNA-digest was performed with RNase-free DNase I (Qiagen). cDNA was synthesized from 2.5 μg of total RNA with the second strand cDNA-synthesis kit (Invitrogen). mRNA levels were determined by quantitative PCR, using a Fast SYBR green reaction mix (Invitrogen) and gene-specific primer pairs as listed in Supplementary Table 3, using a Mx3000 real-time PCR cycler (Stratagene).

### Transcriptome and pathway analysis

Next generation RNA sequencing (RNA-Seq) was done by BGI-Hong Kong (China) using RNA extracted from vehicle-injected tau^+/+^ and tau^−/−^ and PTZ-injected tau^+/+^ and tau^−/−^ mice. PTZ mice with similar seizure score were selected for this analysis. Briefly, at least 24 million, 90 bp long read pairs per sample could be aligned unambiguously to the GRCm38/mm10 version of the mouse genome using tophat 2.03^80^ and bowtie 2.0.0.6^81^ and allowing for 2 read mis-matches. Differential expression analysis was performed using Cuffdiff 2.01^80^ and only genes with a *p*-value of less than 0.05 and a fold change of more than 1.5-fold were labeled as significantly differentially expressed. 

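All 230 listed genes met both criteria for tau+/+ in the authors' deposited table, with a highest p-value of 0.049 and a smallest absolute log2 fold change of 0.59 between tau+/+ vehicle and tau+/+ PTZ. These Cuffdiff p-values are not adjusted for multiple tests, and they rest on 1 library per condition. The second comparison in the authors' deposited table sets tau-/- PTZ against tau+/+ vehicle, not against tau-/- vehicle. In that comparison, the authors' deposited table gives a p-value under 0.05 for 62 of the 230 genes, of which 25 went past 1.5-fold in the tau+/+ direction and 23 past 1.5-fold in the opposite direction. Against tau-/- vehicle, 6 of the 230 genes had a response in tau-/- at least as large as in tau+/+ and in the same direction. These were Xlr3b, Gm6194, Zfp36l2, Plagl2, Zfp882 and Wnt10a, and Zfp36l2, Plagl2 and Zfp882 are named only because their values were seen. With tau+/+ vehicle as the baseline of tau-/- PTZ, the response in the direction of tau+/+ was smaller in tau-/- for 100% of the rising genes and 100% of the falling genes. With a shared baseline, this compares only the 2 PTZ libraries. The list was selected for a milder tau-/- response, so these shares are no separate evidence for it. Between the 2 baselines, 20 rising genes passed 1.5-fold in the tau+/+ direction only against tau+/+ vehicle, and 4 only against tau-/- vehicle. Defb11 is listed at 0 in tau-/- PTZ, and no fold change is given for it.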

Genes were labeled as lack of response, if genes were significantly differentially expressed in vehicle-injected compared to PTZ-injected tau^+/+^ mice and lacking or having a significantly milder response in the same direction in vehicle-injected compared to PTZ-injected tau^−/−^ mice. Functional annotation of the significant RNA-Seq genes was performed using DAVID^82^. KEGG pathway^83^ representations were used to represent the outcome of the analysis. All sequencing data have been submitted to the GEO repository and are available under accession number GSE45703.

### Active ras pull-down

GTP-bound Ras was precipitated from stimulated hippocampal slices as previously described^84^. Briefly, 2-month-old mice were sacrificed, brains removed and transferred into CO_2_-adjusted and ice-cold sucrose cutting solution (0.2 mM CaCl_2_, 7 mM MgCl_2_, 28 mM NaHCO_3_, 11 mM glucose, 1.25 mM NaH_2_PO_4_, 2.5 mM KCl and 241 mM sucrose). The hippocampi were removed, sliced and then incubated in CO_2_-adjusted artificial cerebral spinal fluid (aCSF) (127 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 1 mM MgCl_2_, 25 mM NaHCO_3_ and 25 mM glucose) for 30 min at 37 °C. Slices were stimulated at room temperature for 10 min in modified aCSF containing 62.5 mM KCl, 4 mM CaCl_2_, no MgCl_2_, 10 μM CNQX, 5 μM d-AP, and 1 μM TTX. Reactions were terminated by replacing the medium with ice-cold lysis buffer (25 mM HEPES (pH 7.5), 150 mM NaCl, 1 % nonidet P-40, 0.25 % Na^+^-deoxycholate, 10 % glycerol, 10 mM MgCl_2_, 1 mM EDTA and protease inhibitor (Roche)). Lysates (100 μg) were incubated with recombinant Raf-RBD coupled to beads to precipitate activate Ras.

### Co-immunoprecipitation

Interaction of proteins was determined by co-immunoprecipitation experiments^21^. Briefly, brain tissue or cells were homogenized in a buffer containing 50 mM Tris-HCl, 150 mM NaCl, 1% NP-40 (all Sigma) and complete proteinase inhibitor (Roche). After clearing by centrifugation, 200 µg of protein was incubated with antibodies over night at 4 °C. Antibodies used for precipitation were against SynGAP1 (1:200, Sigma), Tau1 (1:200, Millipore), Tau5 (1:200, Invitrogen), RasGRF (1:200, SantaCruz) and 4RTau (1:200, Dako). Antibodies were then captured with magnetic protein G beats (Invitrogen) and washed with lysis buffer and increasing NaCl concentrations (150-250-450 mM) before adding sample buffer for subsequent Western blotting. HEK293T cells (ATCC) were transiently transfected with Flag-PSD-95, tau and V5-SynGAP1 expression plasmids as previously described^22^.

### Synaptosome preparations

Synaptosomes were purified from mouse brains using a differential extraction procedure^21^; First, tissue was homogenized on ice in a Sucrose Buffer containing 0.32 M sucrose, 1 mM NaHCO_3_, 1 mM MgCl_2_ and 0.5 mM CaCl_2_. Then, homogenates were cleared by two rounds of centrifugation (1400 × *g*/10 min/4 °C). The supernatants from both spins were combined, cleared again by centrifugation (720 × *g*/10 min/4 °C), and then crude synaptosomes were pelleted by high-speed centrifugation (13,800 × *g*/10 min/4 °C). Pellets were resuspended in 300 µl Sucrose Buffer, layered on top of 1 ml pre-cooled 5% Ficoll and high-speed centrifuged (45,000 × *g*/45 min/4 °C). Supernatant were discarded, pellets resuspended in 100 µl pre-cooled 5% Ficoll, and layered on top of 1 ml pre-cooled 13% Ficoll for the next high-speed centrifugation (45,000 × *g*/45 min/4 °C). The resulting interface contained the purified synaptosomes, and was recovered carefully. Purified synaptosomes were extracted from the interfaces by diluting them with Sucrose Buffer followed by pelleting with high-speed centrifugation (45,000xg/45 min/4 C). Pure synaptosomes were further fractionated to obtain soluble, membranous and PSD-associated proteins; Therefore, pellets were resuspended in 40 mM Tris-HCl (pH 6) containing 2% Triton X-100, 0.5 mM CaCl_2_ (all Sigma) and complete protease inhibitors (Roche), followed by incubation (15 min/4 °C) and high-speed centrifugation (40,000 × *g*/30 min/4 °C). The supernatants were recovered as soluble protein fraction. Pellets were washed, using the same 40 mM Tris-HCl buffer, incubation and centrifugation conditions as in the prior step. Then, the pellets were resuspended in 20 mM Tris-HCl (pH 8) containing 100 mM NaCl, 1 mM EGTA, 1 mM EDTA, 0.5% sodiumdeoxycholate, 0.1% SDS, 1% Triton X-100 (all Sigma) and complete protease inhibitors, followed by incubation (15 min/4 °C) and high-speed centrifugation (40,000 × *g*/30 min/4 °C). The supernatants were recovered as membranous protein fraction. Again, pellets were washed using the conditions of the prior step. The final extraction was done by resuspending the pellets in 5% SDS, sonication and high-speed centrifugation (20,000 × *g*/10 min/4 °C). The final supernatants resembled the PSD-associated protein fraction.

### Duolink proximity ligation assay

Primary neurons were fixed at 21 DIV with 4% PFA for 20 min and permeabilized with 0.1% Triton X-100 in PBS for 5 min. Cells were incubated in Duolink blocking solution (Olink Bioscience) for 30 min at 37 °C, followed by incubation with monoclonal mouse Tau5 (Invitrogen), rabbit SynGAP1 (Sigma) and chicken β3-tubulin (Chemicon) primary antibodies diluted in Duolink Antibody Diluent at for 1 h room temperature. The ligation assay was then conducted according to the manufacturer’s instructions (Olink Bioscience) and β3-tubulin was detected using A488-labeled anti-chicken secondary antibody (Molecular Probes). Images were taken with an Eclipse Ti confocal system (Nikon).

### Statistics

Pre-study sample size calculation was based on decreased susceptibility of tau^−/−^ mice to induced excitotoxic seizures, previously shown by us^21^. To detect a 40% reduction in infarct size (*σ* = 0.2) with a power of 0.95 and *α* = 0.05 we required a sample size of 8 (*N* = 7.61, Cohen method). Based on our tau^−/−^ MCAO data, we calculated a pre-study sample size of 4 (*N* = 3.21) to detect a 75% difference in infarct size for the SynGAP1-knockdown MCAO study. Statistical analysis of results was done with the Prism 6 software (GraphPad Software, USA), with tests used indicated in figure legends. Values are given as mean ± s.e. All experiments were repeated at least three times.

### Data availability

All sequencing data have been submitted to the GEO repository and are available under accession number GSE45703. All other relevant data are available from the authors upon request.

## Electronic supplementary material

Supplementary information

Supplementary Data 1

Supplementary Data 2

Peer review file

## References

[1] Donnan GA, Fisher M, Macleod M, Davis SM (2008). Stroke. Lancet.

[2] Sanderson TH, Reynolds CA, Kumar R, Przyklenk K, Huttemann M (2013). Molecular mechanisms of ischemia-reperfusion injury in brain: pivotal role of the mitochondrial membrane potential in reactive oxygen species generation. Mol. Neurobiol..

[3] Hacke W (2008). Thrombolysis with alteplase 3 to 4.5 hours after acute ischemic stroke. N. Engl. J. Med..

[4] Kidwell CS (2013). A trial of imaging selection and endovascular treatment for ischemic stroke. N. Engl. J. Med..

[5] Campbell BC (2015). Endovascular therapy for ischemic stroke with perfusion-imaging selection. N. Engl. J. Med..

[6] Berkhemer OA (2015). A randomized trial of intraarterial treatment for acute ischemic stroke. N. Engl. J. Med..

[7] Schmidt A, Minnerup J, Kleinschnitz C (2013). Emerging neuroprotective drugs for the treatment of acute ischaemic stroke. Expert Opin. Emerg. Drugs.

[8] Lai TW, Zhang S, Wang YT (2014). Excitotoxicity and stroke: identifying novel targets for neuroprotection. Prog. Neurobiol..

[9] Simon RP, Swan JH, Griffiths T, Meldrum BS (1984). Blockade of N-methyl-D-aspartate receptors may protect against ischemic damage in the brain. Science.

[10] Ballatore C, Lee VM, Trojanowski JQ (2007). Tau-mediated neurodegeneration in Alzheimer’s disease and related disorders. Nat. Rev. Neurosci..

[11] Gotz J, Ittner A, Ittner LM (2012). Tau-targeted treatment strategies in Alzheimer’s disease. Br. J. Pharmacol..

[12] Goedert M, Spillantini MG, Cairns NJ, Crowther RA (1992). Tau proteins of Alzheimer paired helical filaments: abnormal phosphorylation of all six brain isoforms. Neuron..

[13] Ke YD (2012). Lessons from tau-deficient mice. Int. J. Alzheimers Dis..

[14] Wen Y (2004). Transient cerebral ischemia induces aberrant neuronal cell cycle re-entry and Alzheimer’s disease-like tauopathy in female rats. J. Biol. Chem..

[15] Wen Y, Yang S, Liu R, Simpkins JW (2004). Transient cerebral ischemia induces site-specific hyperphosphorylation of tau protein. Brain Res..

[16] Morioka M (2006). Hyperphosphorylation at serine 199/202 of tau factor in the gerbil hippocampus after transient forebrain ischemia. Biochem. Biophys. Res. Commun..

[17] Geddes JW, Schwab C, Craddock S, Wilson JL, Pettigrew LC (1994). Alterations in tau immunostaining in the rat hippocampus following transient cerebral ischemia. J. Cereb. Blood Flow Metab..

[18] Dewar D, Dawson D (1995). Tau protein is altered by focal cerebral ischaemia in the rat: an immunohistochemical and immunoblotting study. Brain. Res..

[19] Gordon-Krajcer W, Kozniewska E, Lazarewicz JW, Ksiezak-Reding H (2007). Differential changes in phosphorylation of tau at PHF-1 and 12E8 epitopes during brain ischemia and reperfusion in gerbils. Neurochem. Res..

[20] Roberson ED (2007). Reducing endogenous tau ameliorates amyloid beta-induced deficits in an Alzheimer’s disease mouse model. Science.

[21] Ittner LM (2010). Dendritic Function of Tau Mediates Amyloid-beta Toxicity in Alzheimer’s Disease Mouse Models. Cell.

[22] Ittner A (2016). Site-specific phosphorylation of tau inhibits amyloid-beta toxicity in Alzheimer’s mice. Science.

[23] Brott T, Bogousslavsky J (2000). Treatment of acute ischemic stroke. N. Engl. J. Med..

[24] Aarts M (2002). Treatment of ischemic brain damage by perturbing NMDA receptor- PSD-95 protein interactions. Science.

[25] Mehta A, Prabhakar M, Kumar P, Deshmukh R, Sharma PL (2013). Excitotoxicity: bridge to various triggers in neurodegenerative disorders. Eur. J. Pharmacol..

[26] Liu F, McCullough LD (2011). Middle cerebral artery occlusion model in rodents: methods and potential pitfalls. J. Biomed. Biotechnol..

[27] Durukan A, Tatlisumak T (2007). Acute ischemic stroke: overview of major experimental rodent models, pathophysiology, and therapy of focal cerebral ischemia. Pharmacol. Biochem. Behav..

[28] Lee S (2014). Comparison of surgical methods of transient middle cerebral artery occlusion between rats and mice. J. Vet. Med. Sci..

[29] Liu F, Schafer DP, McCullough LD (2009). TTC, fluoro-Jade B and NeuN staining confirm evolving phases of infarction induced by middle cerebral artery occlusion. J. Neurosci. Methods.

[30] Wang HB (2013). Neuroprotective effects of LBP on brain ischemic reperfusion neurodegeneration. Eur. Rev. Med. Pharmacol. Sci..

[31] Hartings JA, Williams AJ, Tortella FC (2003). Occurrence of nonconvulsive seizures, periodic epileptiform discharges, and intermittent rhythmic delta activity in rat focal ischemia. Exp. Neurol..

[32] Li Y, Jiang N, Powers C, Chopp M (1998). Neuronal damage and plasticity identified by microtubule-associated protein 2, growth-associated protein 43, and cyclin D1 immunoreactivity after focal cerebral ischemia in rats. Stroke.

[33] Palop JJ (2005). Vulnerability of dentate granule cells to disruption of arc expression in human amyloid precursor protein transgenic mice. J. Neurosci..

[34] Gass P (1992). Induction of FOS and JUN proteins after focal ischemia in the rat: differential effect of the N-methyl-D-aspartate receptor antagonist MK-801. Acta Neuropathol..

[35] Crowe SL, Tsukerman S, Gale K, Jorgensen TJ, Kondratyev AD (2011). Phosphorylation of histone H2A.X as an early marker of neuronal endangerment following seizures in the adult rat brain. J. Neurosci..

[36] Ivanov A (2006). Opposing role of synaptic and extrasynaptic NMDA receptors in regulation of the extracellular signal-regulated kinases (ERK) activity in cultured rat hippocampal neurons. J. Physiol..

[37] Nichols RA, Sihra TS, Czernik AJ, Nairn AC, Greengard P (1990). Calcium/calmodulin-dependent protein kinase II increases glutamate and noradrenaline release from synaptosomes. Nature.

[38] Corera AT, Doucet G, Fon EA (2009). Long-term potentiation in isolated dendritic spines. PLoS ONE.

[39] Krapivinsky G (2003). The NMDA receptor is coupled to the ERK pathway by a direct interaction between NR2B and RasGRF1. Neuron.

[40] Mondragon-Rodriguez S (2012). Interaction of endogenous tau protein with synaptic proteins is regulated by N-methyl-D-aspartate receptor-dependent tau phosphorylation. J. Biol. Chem..

[41] Brambilla R (1997). A role for the Ras signalling pathway in synaptic transmission and long-term memory. Nature.

[42] Kim JH, Liao D, Lau LF, Huganir RL (1998). SynGAP: a synaptic RasGAP that associates with the PSD-95/SAP90 protein family. Neuron.

[43] Chen HJ, Rojas-Soto M, Oguni A, Kennedy MB (1998). A synaptic Ras-GTPase activating protein (p135 SynGAP) inhibited by CaM kinase II. Neuron.

[44] King PD, Lubeck BA, Lapinski PE (2013). Nonredundant functions for Ras GTPase-activating proteins in tissue homeostasis. Sci. Signal..

[45] Bell KF (2013). Calmodulin kinase IV-dependent CREB activation is required for neuroprotection via NMDA receptor-PSD95 disruption. J. Neurochem..

[46] Gladbach A, van Eersel J, Bi M, Ke YD, Ittner LM (2014). ERK inhibition with PD184161 mitigates brain damage in a mouse model of stroke. J. Neural Transm..

[47] Leroy K (2012). Lack of tau proteins rescues neuronal cell death and decreases amyloidogenic processing of APP in APP/PS1 mice. Am. J. Pathol..

[48] Holth JK (2013). Tau loss attenuates neuronal network hyperexcitability in mouse and Drosophila genetic models of epilepsy. J. Neurosci..

[49] Namura S (2001). Intravenous administration of MEK inhibitor U0126 affords brain protection against forebrain ischemia and focal cerebral ischemia. Proc. Natl Acad. Sci. USA.

[50] Osterweil EK (2013). Lovastatin corrects excess protein synthesis and prevents epileptogenesis in a mouse model of fragile X syndrome. Neuron.

[51] Oh JS, Manzerra P, Kennedy MB (2004). Regulation of the neuron-specific Ras GTPase-activating protein, synGAP, by Ca2+/calmodulin-dependent protein kinase II. J. Biol. Chem..

[52] Kim MJ, Dunah AW, Wang YT, Sheng M (2005). Differential roles of NR2A- and NR2B-containing NMDA receptors in Ras-ERK signaling and AMPA receptor trafficking. Neuron.

[53] Yang Y, Tao-Cheng JH, Reese TS, Dosemeci A (2011). SynGAP moves out of the core of the postsynaptic density upon depolarization. Neuroscience..

[54] Walkup WGt (2015). Phosphorylation of synaptic GTPase-activating protein (synGAP) by Ca2+/calmodulin-dependent protein kinase II (CaMKII) and cyclin-dependent kinase 5 (CDK5) alters the ratio of its GAP activity toward Ras and Rap GTPases. J. Biol. Chem..

[55] Araki Y, Zeng M, Zhang M, Huganir RL (2015). Rapid dispersion of SynGAP from synaptic spines triggers AMPA receptor insertion and spine enlargement during LTP. Neuron.

[56] Pei L, Teves RL, Wallace MC, Gurd JW (2001). Transient cerebral ischemia increases tyrosine phosphorylation of the synaptic RAS-GTPase activating protein, SynGAP. J. Cereb. Blood Flow Metab..

[57] Song B, Yan XB, Zhang GY (2004). PSD-95 promotes CaMKII-catalyzed serine phosphorylation of the synaptic RAS-GTPase activating protein SynGAP after transient brain ischemia in rat hippocampus. Brain Res..

[58] Hamdan FF (2009). Mutations in SYNGAP1 in autosomal nonsyndromic mental retardation. N. Engl. J. Med..

[59] Carvill GL (2013). Targeted resequencing in epileptic encephalopathies identifies de novo mutations in CHD2 and SYNGAP1. Nat. Genet..

[60] Berryer MH (2013). Mutations in SYNGAP1 cause intellectual disability, autism, and a specific form of epilepsy by inducing haploinsufficiency. Hum. Mutat..

[61] Rumbaugh G, Adams JP, Kim JH, Huganir RL (2006). SynGAP regulates synaptic strength and mitogen-activated protein kinases in cultured neurons. Proc. Natl Acad. Sci. USA.

[62] Krapivinsky G, Medina I, Krapivinsky L, Gapon S, Clapham DE (2004). SynGAP-MUPP1-CaMKII synaptic complexes regulate p38 MAP kinase activity and NMDA receptor-dependent synaptic AMPA receptor potentiation. Neuron.

[63] Vazquez LE, Chen HJ, Sokolova I, Knuesel I, Kennedy MB (2004). SynGAP regulates spine formation. J. Neurosci..

[64] Muhia M, Feldon J, Knuesel I, Yee BK (2009). Appetitively motivated instrumental learning in SynGAP heterozygous knockout mice. Behav. Neurosci..

[65] Muhia M, Yee BK, Feldon J, Markopoulos F, Knuesel I (2010). Disruption of hippocampus-regulated behavioural and cognitive processes by heterozygous constitutive deletion of SynGAP. Eur. J. Neurosci..

[66] Clement JP (2012). Pathogenic SYNGAP1 mutations impair cognitive development by disrupting maturation of dendritic spine synapses. Cell.

[67] Muhia M (2012). Molecular and behavioral changes associated with adult hippocampus-specific SynGAP1 knockout. Learn. Mem..

[68] Tucker KL, Meyer M, Barde YA (2001). Neurotrophins are required for nerve growth during development. Nat. Neurosci..

[69] Connolly ES, Winfree CJ, Stern DM, Solomon RA, Pinsky DJ (1996). Procedural and strain-related variables significantly affect outcome in a murine model of focal cerebral ischemia. Neurosurgery.

[70] Ke YD (2015). Short-term suppression of A315T mutant human TDP-43 expression improves functional deficits in a novel inducible transgenic mouse model of FTLD-TDP and ALS. Acta Neuropathol..

[71] Ittner LM (2008). Parkinsonism and impaired axonal transport in a mouse model of frontotemporal dementia. Proc. Natl Acad. Sci. USA.

[72] Harasta AE (2015). Septal Glucagon-Like Peptide 1 Receptor Expression Determines Suppression of Cocaine-Induced Behavior. Neuropsychopharmacology.

[73] von Jonquieres G (2013). Glial promoter selectivity following AAV-delivery to the immature brain. PLoS. ONE..

[74] Ittner AA, Gladbach A, Bertz J, Suh LS, Ittner LM (2014). p38 MAP kinase-mediated NMDA receptor-dependent suppression of hippocampal hypersynchronicity in a mouse model of Alzheimer inverted question marks disease. Acta Neuropathol. Commun..

[75] Fath T, Ke YD, Gunning P, Gotz J, Ittner LM (2009). Primary support cultures of hippocampal and substantia nigra neurons. Nat. Protoc..

[76] Zhou X, Hollern D, Liao J, Andrechek E, Wang H (2013). NMDA receptor-mediated excitotoxicity depends on the coactivation of synaptic and extrasynaptic receptors. Cell Death Dis..

[77] Ittner LM, Koller D, Muff R, Fischer JA, Born W (2005). The N-terminal extracellular domain 23-60 of the calcitonin receptor-like receptor in chimeras with the parathyroid hormone receptor mediates association with receptor activity-modifying protein 1. Biochemistry.

[78] Ittner LM, Ke YD, Gotz J (2009). Phosphorylated Tau Interacts with c-Jun N-terminal Kinase-interacting Protein 1 (JIP1) in Alzheimer Disease. J. Biol. Chem..

[79] Xue S (2014). Indian-ink perfusion based method for reconstructing continuous vascular networks in whole mouse brain. PLoS ONE.

[80] Trapnell C (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[81] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[82] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[83] Kanehisa M, Goto S, Sato Y, Furumichi M, Tanabe M (2012). KEGG for integration and interpretation of large-scale molecular data sets. Nucleic Acids Res..

[84] Yasuda R (2006). Supersensitive Ras activation in dendrites and spines revealed by two-photon fluorescence lifetime imaging. Nat. Neurosci..

# Supplementary material for: Tau exacerbates excitotoxic brain damage in an animal model of stroke
**Source:** Nat Commun. 2017 Sep 7;8:473. doi: 10.1038/s41467-017-00618-0
**Supplement:** Supplementary file 1 — Supplementary information

### **Description of Supplementary Files**

File Name: Supplementary Information

Description: Supplementary figures, supplementary tables

File Name: Supplementary Data 1

Description: Differentially regulated genes in tau-/- mice after PTZ administration

File Name: Supplementary Data 2

Description: Similarly regulated genes in tau-/- mice after PTZ administration

File Name: Peer Review File

## **Tau exacerbates excitotoxic brain damage in an animal model of stroke**

Mian Bi, Amadeus Gladbach, Janet van Eersel, Arne Ittner, Magdalena Przybyla, Annika van Hummel, Sook Wern Chua, Julia van der Hoven, Wei S. Lee, Julius Müller, Jasneet Parmar, Georg von Jonquieres, Holly Stefen, Ernesto Guccione, Thomas Fath, Gary D. Housley, Matthias Klugmann, Yazi D. Ke & Lars M. Ittner

### **Supplementary Figures**

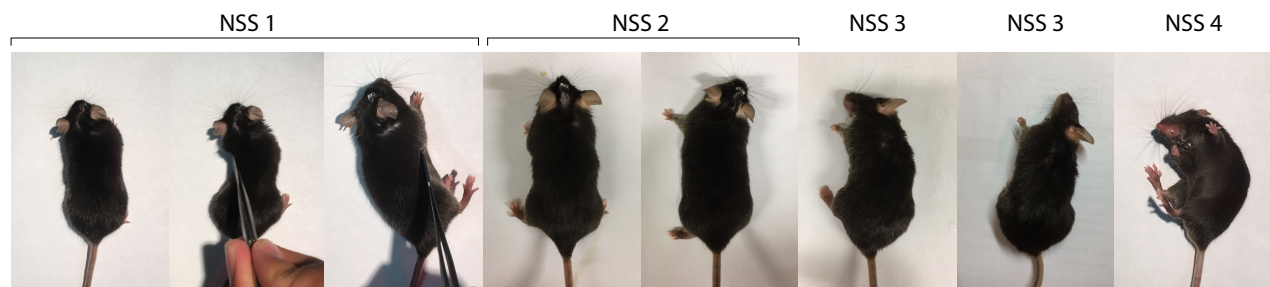

**Supplementary Figure 1** Examples of mice with neurological severity scores (NSS) of '1' to '4' after MCAO. Note that mice that showed resistance to lateral push were scored as '0', even if they presented with slight asymmetry of the forelimb.

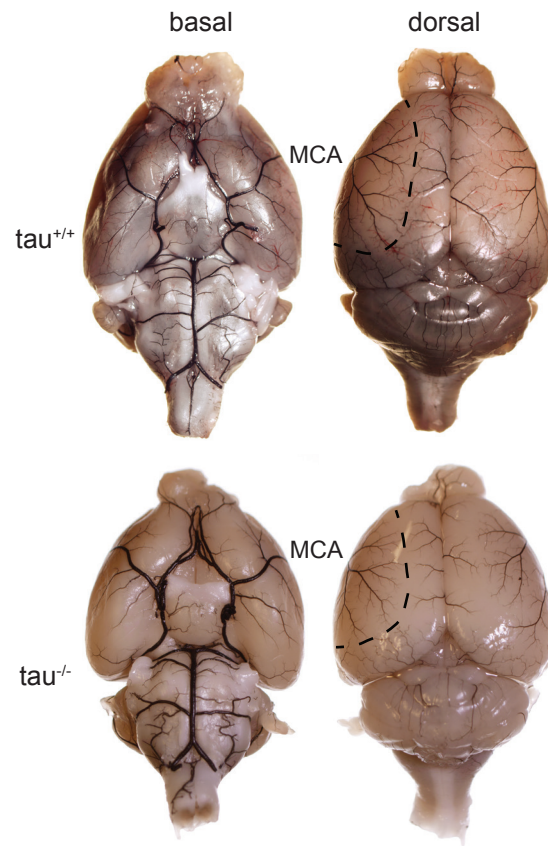

**Supplementary Figure 2** Normal anatomy of the cerebral vasculature in  $\tau^{-/-}$  mice. Basal and dorsal aspect of  $\tau^{+/+}$  and  $\tau^{-/-}$  brains following perfusion with Indian ink/gelatin showing comparable vascular anatomy.

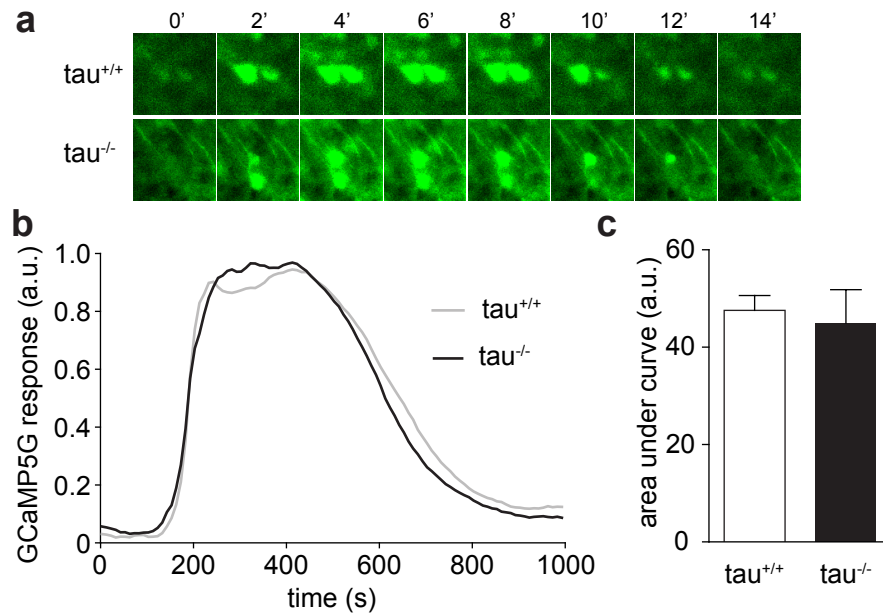

**Supplementary Figure 3** Indistinguishable excitability of cortical neurons in tau<sup>-/-</sup> and tau<sup>+/+</sup> mice. **(a)** Example of temporal excitation of GCaMP5G Ca<sup>2+</sup> influx reporter-expressing neurons (green) in cortical slices from tau<sup>-/-</sup> and tau<sup>+/+</sup> brains after exposure to 1mM glutamate. **(b)** Similar compound Ca<sup>2+</sup> response of cortical neurons upon 1mM glutamate challenge in slices from tau<sup>-/-</sup> and tau<sup>+/+</sup> brains. **(c)** Area under the curve analysis of compound Ca<sup>2+</sup> responses as shown in (B) showed no differences (not significant;  $N=5$ ; Student's  $t$ -test). Error bars are s.e.m..

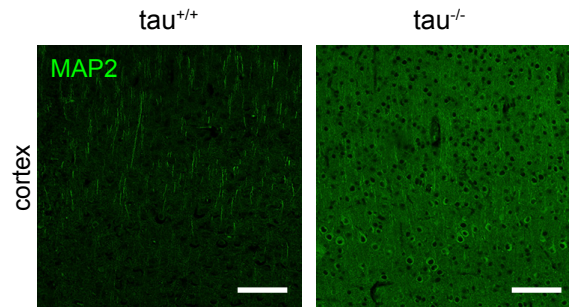

**Supplementary Figure 4** No MAP2 loss following transient MCAO in tau<sup>-/-</sup> mice. Representative IF staining of cortex 3h after 90 minutes of transient MCAO showed loss of neuronal MAP2 in tau<sup>+/+</sup> but not in the corresponding brain areas of tau<sup>-/-</sup> mice, suggesting early neuronal damage. Scale bars, 50μm

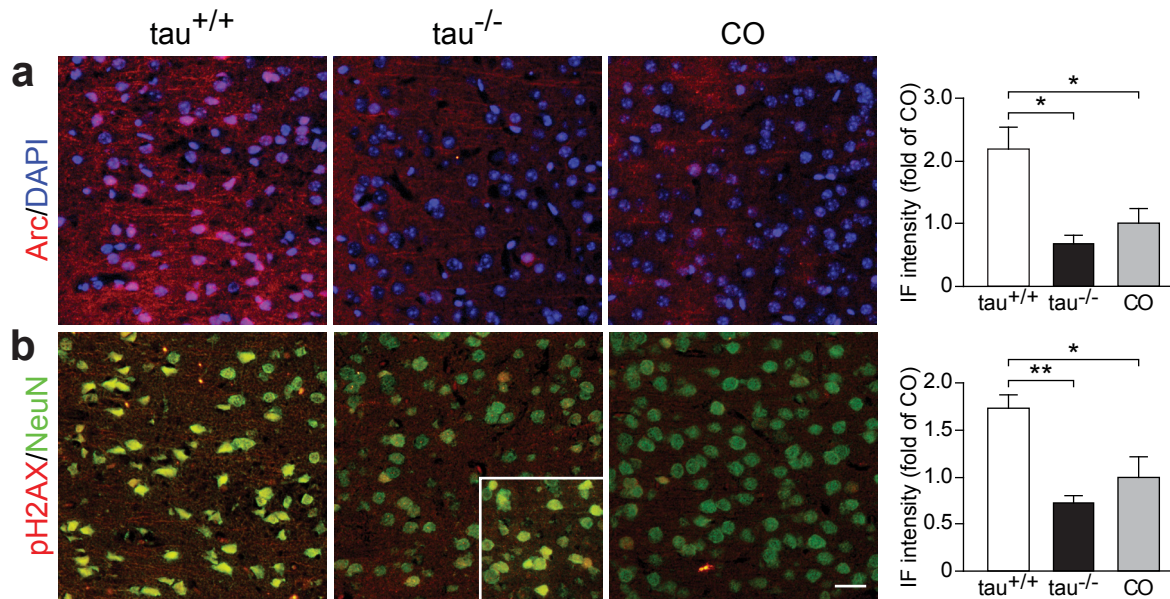

**Supplementary Figure 5** Increased Arc expression and H2AX phosphorylation in tau<sup>+/+</sup> but not tau<sup>-/-</sup> mice after 90 minutes of transient MCAO. **(a)** Consistent with up-regulation of Arc mRNA 1h after transient MCAO (see Figure 4a), Arc protein is readily detectable in cortical neurons in tau<sup>+/+</sup> but not tau<sup>-/-</sup> cortex 3h after transient MCAO. Sham operated tau<sup>+/+</sup> controls (CO) show no Arc IF. Quantification from independent staining (\*,  $P < 0.05$ ;  $N = 4$ ; 1-way ANOVA [Tukey post-hoc]). **(b)** Phosphorylation of H2AX (red) overlying (yellow) with NeuN in neurons (green) indicates cell/DNA damage in cortical neurons of tau<sup>+/+</sup> mice 3h after transient MCAO. No such staining was found in the comparable brain region of tau<sup>-/-</sup> after MCAO or sham operated CO mice. Note the pH2AX staining in the core region in tau<sup>-/-</sup> brains (inset), reflecting the initial ischemic infarct. Quantifications from independent staining (\*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ;  $N = 4$ ; 1-way ANOVA [Tukey post-hoc]). All error bars are s.e.m..

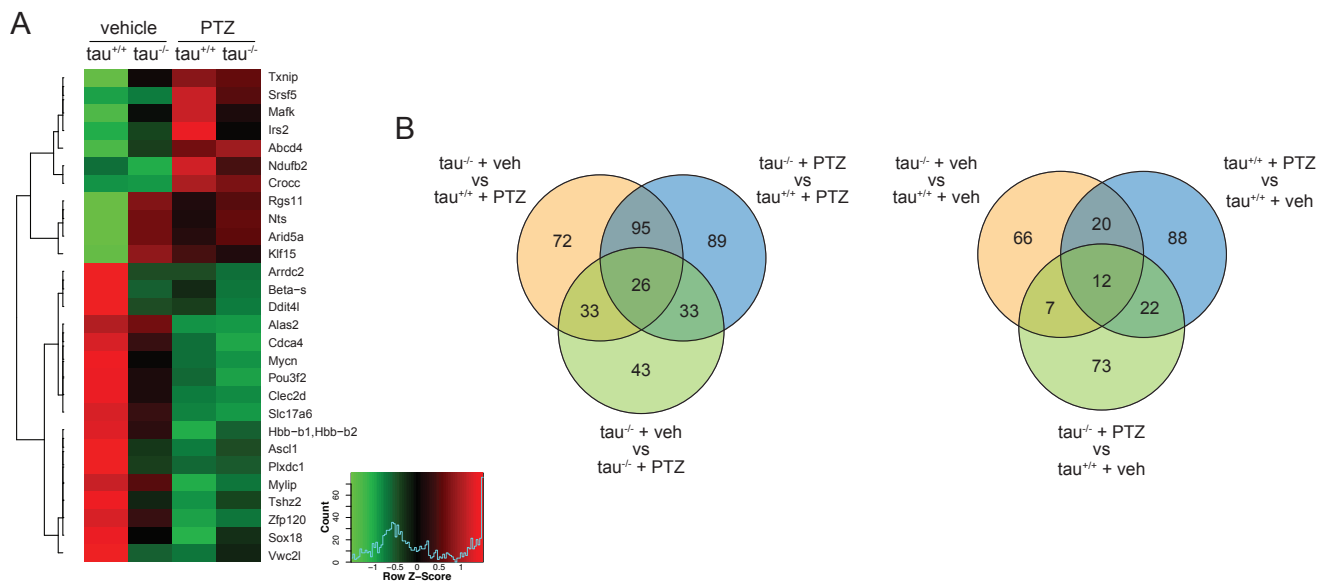

**Supplementary Figure 6** Gene regulation in  $\tau^{+/+}$  and  $\tau^{-/-}$  mice with induced seizures. **(a)** Genes with similar induction or suppression in  $\tau^{+/+}$  and  $\tau^{-/-}$  mice upon PTZ administration. Whole transcriptome sequencing of  $\tau^{-/-}$  and  $\tau^{+/+}$  mice treated with vehicle or PTZ reveals similar gene expression response 1h after treatment in  $\tau^{-/-}$  mice. Red indicates up- and green down-regulation. Genes with significant differential regulation are displayed. Genes are listed in table S3. **(b)** Venn Diagrams showing the number of differentially expressed genes at an FDR of 5%.

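The heat map shows genes that the study labeled as similarly regulated, and the FPKM values behind it are those of Supplementary Data 2, which come from the same 4 libraries. The paper lists 28 such genes, 1 of which, Irs2, is also among the 230 genes labeled as lack of response, with the same FPKM values in both lists. From the paper's FPKM values, 27 of the 28 genes differed by over 1.5-fold between tau+/+ vehicle and tau-/- PTZ in the tau+/+ direction. Against tau-/- vehicle, the paper's FPKM values give a change of over 1.5-fold in the tau+/+ direction for 6 of the 28 genes, and the other 22 stayed within 1.5-fold. For 2 of the 28 genes, Txnip and Zfp120, the paper's log2 fold change for tau-/- PTZ is not the ratio of its FPKM values. Both are named only because their values were seen. Their listed log2 fold changes match the column headed as tau-/- vehicle instead, so the tau-/- columns may be exchanged for them. The columns were used here as headed. Without these 2 genes, the paper's FPKM values give 26 of 26 genes against tau+/+ vehicle and 6 of 26 against tau-/- vehicle. Among the 230 genes, Irs2 had 10.8 FPKM in tau+/+ vehicle, 24.8 FPKM in tau+/+ PTZ, 14.4 FPKM in tau-/- vehicle and 17.0 FPKM in tau-/- PTZ.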

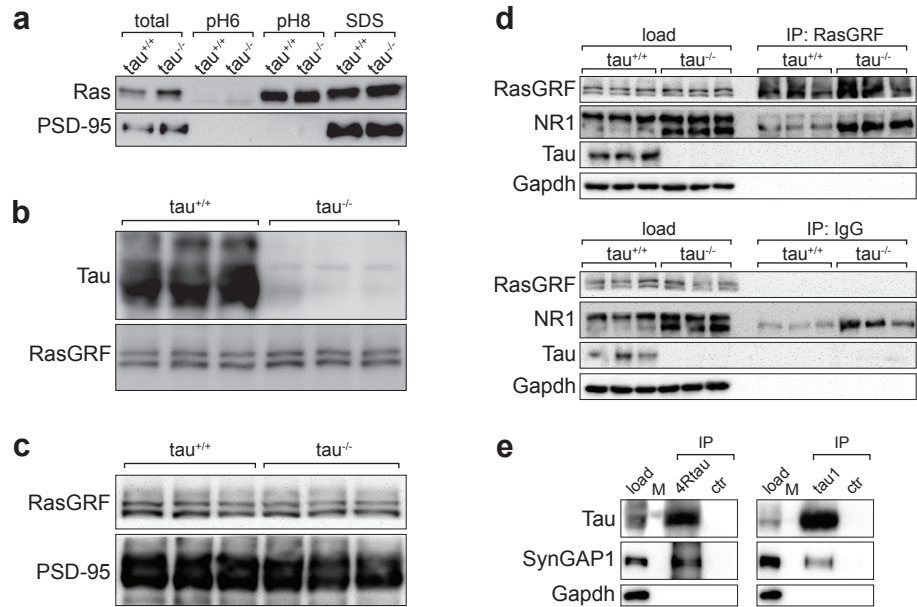

**Supplementary Figure 7** Unaltered Ras and RasGRF in  $\tau^{-/-}$  mice. **(a)** Sequential synaptosome preparation from  $\tau^{+/+}$  and  $\tau^{-/-}$  mice showing comparable levels of synaptic Ras. PSD-95 enrichment in the post-synaptic density (SDS) fraction confirmed purity of preparations. **(b)** Levels of RasGRF were comparable in cortical brain extracts from  $\tau^{+/+}$  and  $\tau^{-/-}$  mice. Tau was only detectable in  $\tau^{+/+}$  mice. **(c)** RasGRF levels in the post-synaptic density (SDS) fraction of synaptosomes from  $\tau^{+/+}$  and  $\tau^{-/-}$  mice were comparable. PSD-95 confirmed the same level of enrichment in preparations from  $\tau^{+/+}$  and  $\tau^{-/-}$  mice. **(d)** Immunoprecipitation (IP) from  $\tau^{+/+}$  and  $\tau^{-/-}$  cortical brains extracts using RasGRF antibodies showed similar co-precipitation of NR1, but failed to co-precipitate tau. Co-IP with an IgG control confirmed specificity and revealed an unspecific band detected predominantly in loads and IPs from  $\tau^{-/-}$  mice (asterisk). Load confirmed equal input for IPs and Gapdh equal loading. **(e)** Additional SynGAP1/tau co-immunoprecipitation (co-IP). SynGAP1 interacts with tau in brain extracts from wild-type mice, as revealed by co-IP using 2 different tau-specific antibodies (4Rtau and tau1) in addition to the co-IP presented in the main Figure 6n. Control (ctr) precipitations were done without primary antibodies. M, marker lanes.

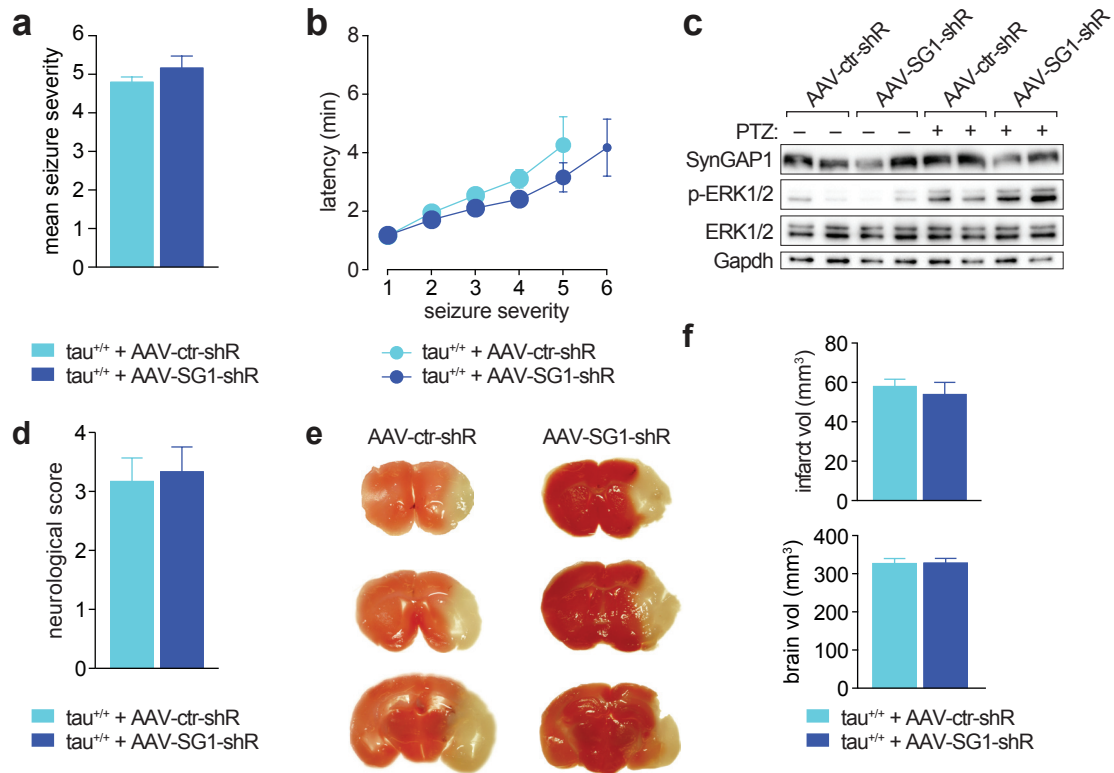

**Supplementary Figure 8** Effects of SynGAP1 knockdown in  $\tau^{+/+}$  mice. **(a)** Mean seizure severity in AAV-SG1-shR- or AAV-ctr-shR-injected  $\tau^{+/+}$  mice after administration of 50mg/kg PTZ ( $N=7$  (AAV-ctr-shR),  $N=10$  (AAV-SG1-shR)). **(b)** Latency to develop higher degree seizures after administration of 50 mg/kg PTZ in AAV-SG1-shR- or AAV-ctr-shR-injected  $\tau^{+/+}$  mice. Some AAV-SG1-shR-injected, but no AAV-ctr-shR-injected  $\tau^{+/+}$  mice reached full extension seizures (score 6) ( $N=7$  (AAV-ctr-shR),  $N=10$  (AAV-SG1-shR)). **(c)** More ERK1/2 phosphorylation 10 min after 50mg/kg PTZ administration in AAV-SG1-shR-injected, compared to AAV-ctr-shR-injected  $\tau^{+/+}$  mice, together with reduction of SynGAP1 levels. Detection of ERK1/2 and Gapdh confirmed equal loading. **(d)** Neurological scoring revealed similar deficits 1 and 24 hours after transient MCAO in AAV-SG1-shR- and AAV-ctr-shR-injected  $\tau^{+/+}$  mice ( $N=5$ ). **(e)** Representative TTC-stained brain sections of  $\tau^{+/+}$  mice injected with AAV-SG1-shR or AAV-ctr-shR 24h after transient MCAO (viable tissue stains red). **(f)** Volumetric quantification of serial TTC-stained sections showed similar infarct volumes in AAV-SG1-shR-injected compared to AAV-ctr-shR-injected  $\tau^{+/+}$  mice, together with comparable total brain volumes ( $N=5$ ). All error bars are s.e.m..

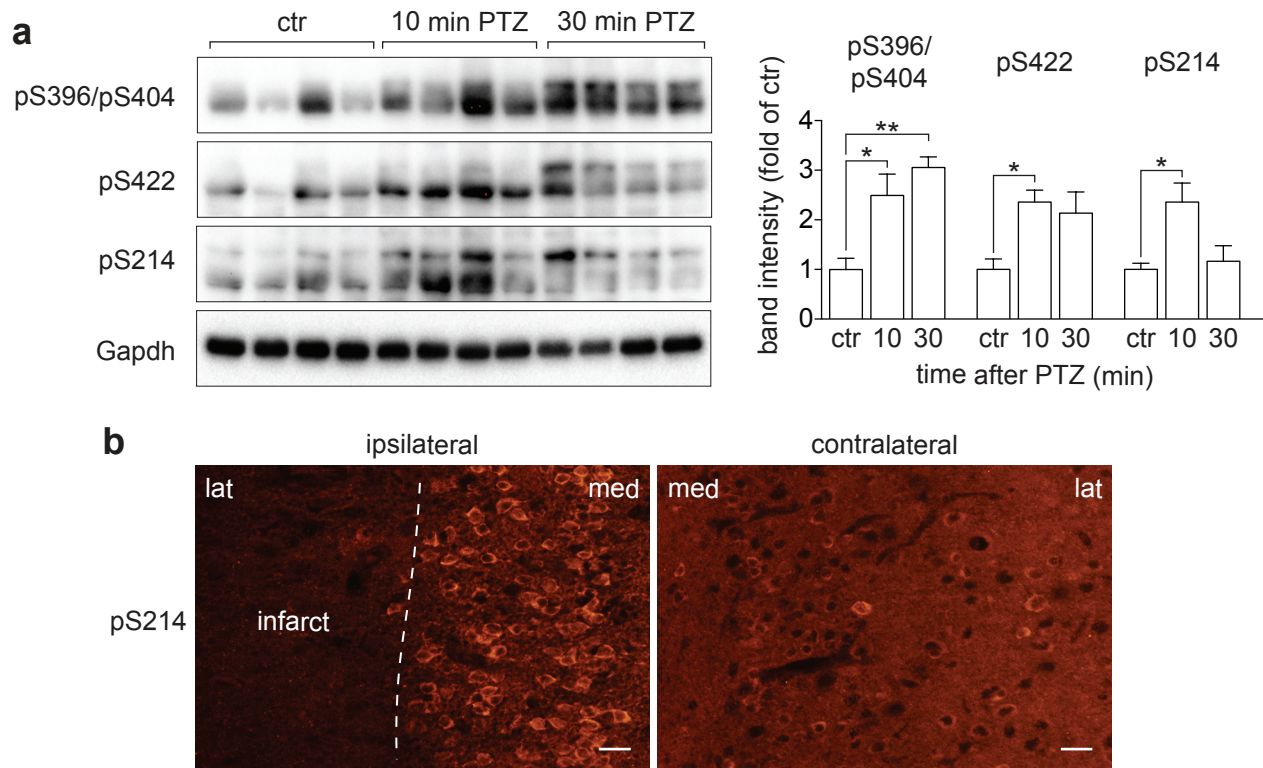

**Supplementary Figure 9** Increased tau phosphorylation after PTZ and MCAO. **(a)** Western blotting of cortical brain extracts without, and 10 and 30 minutes after 50mg/kg PTZ administration. Levels of tau phosphorylation at several sites (pS214, pS396/S404 and pS422) increased after tau<sup>+/+</sup> mice were challenged with PTZ (\*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ;  $N = 4$ ; 1-way ANOVA [Tukey post-hoc]). Detection of Gapdh confirmed equal loading. **(b)** Increased tau phosphorylation at pS214 in the perimeter of infarct areas (broken line) in the cortex 3 hours after 90 minutes of transient MCAO, as detected by immunofluorescence staining (red). Staining of the contralateral site is provided for comparison. lat, lateral; med, medial. Scale bars, 50 $\mu$ m. All error bars are s.e.m..

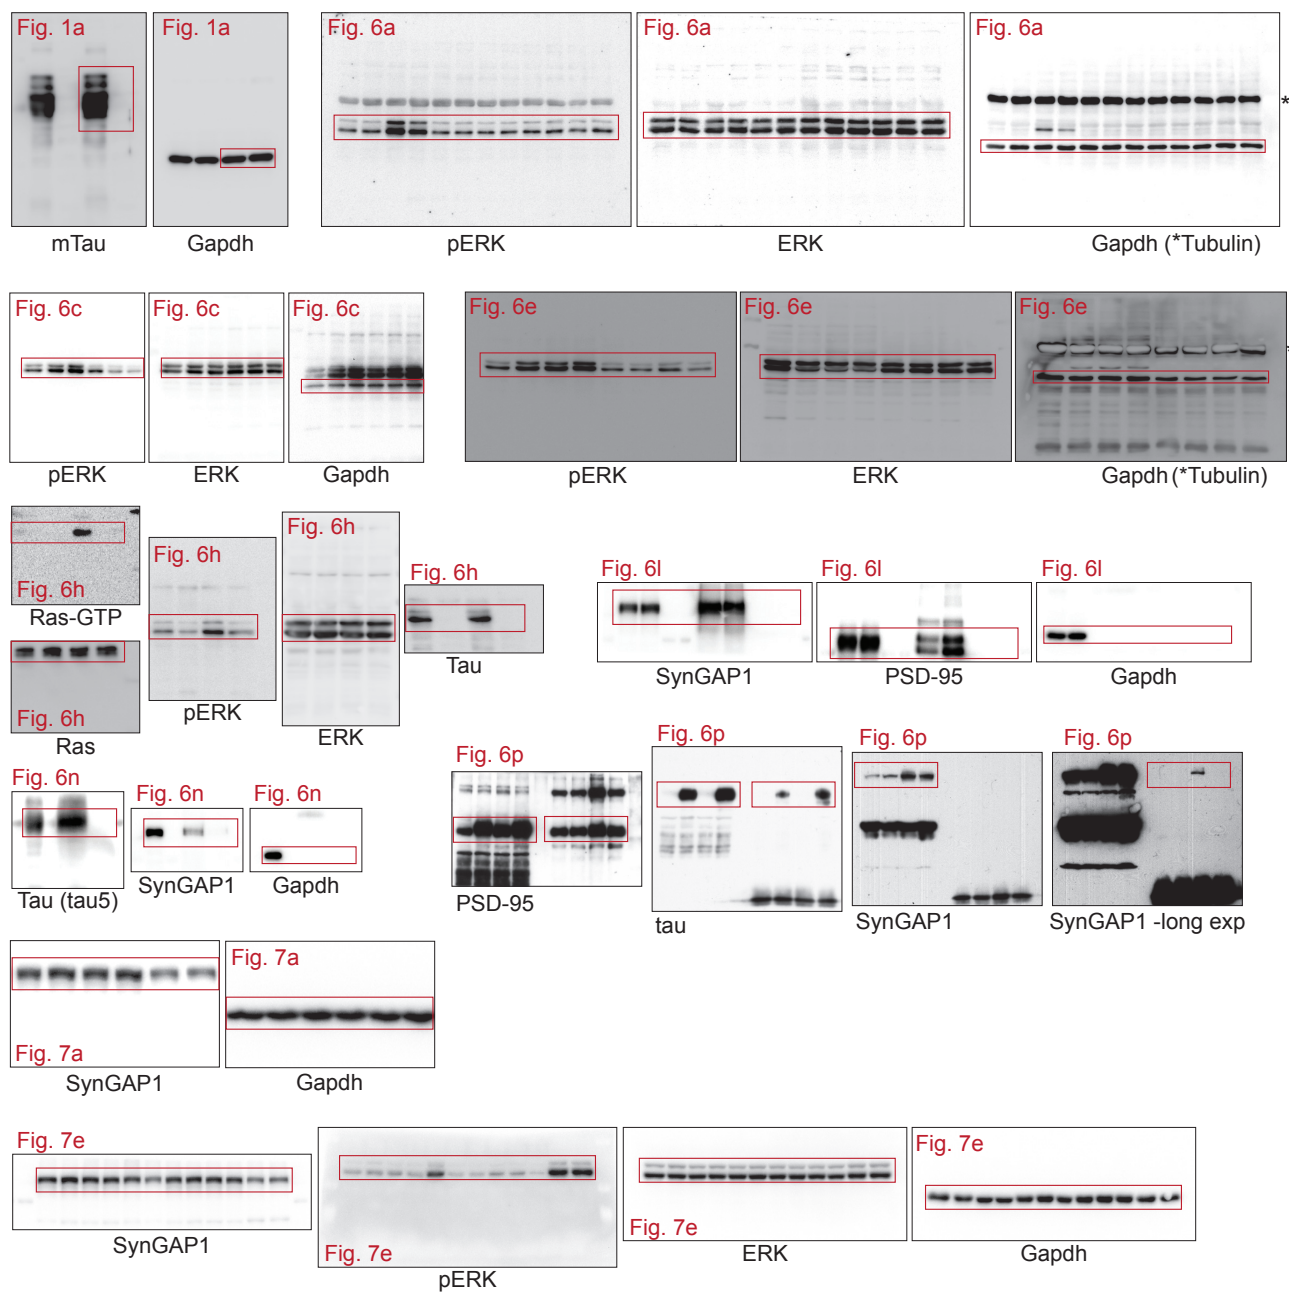

[continued on next page]

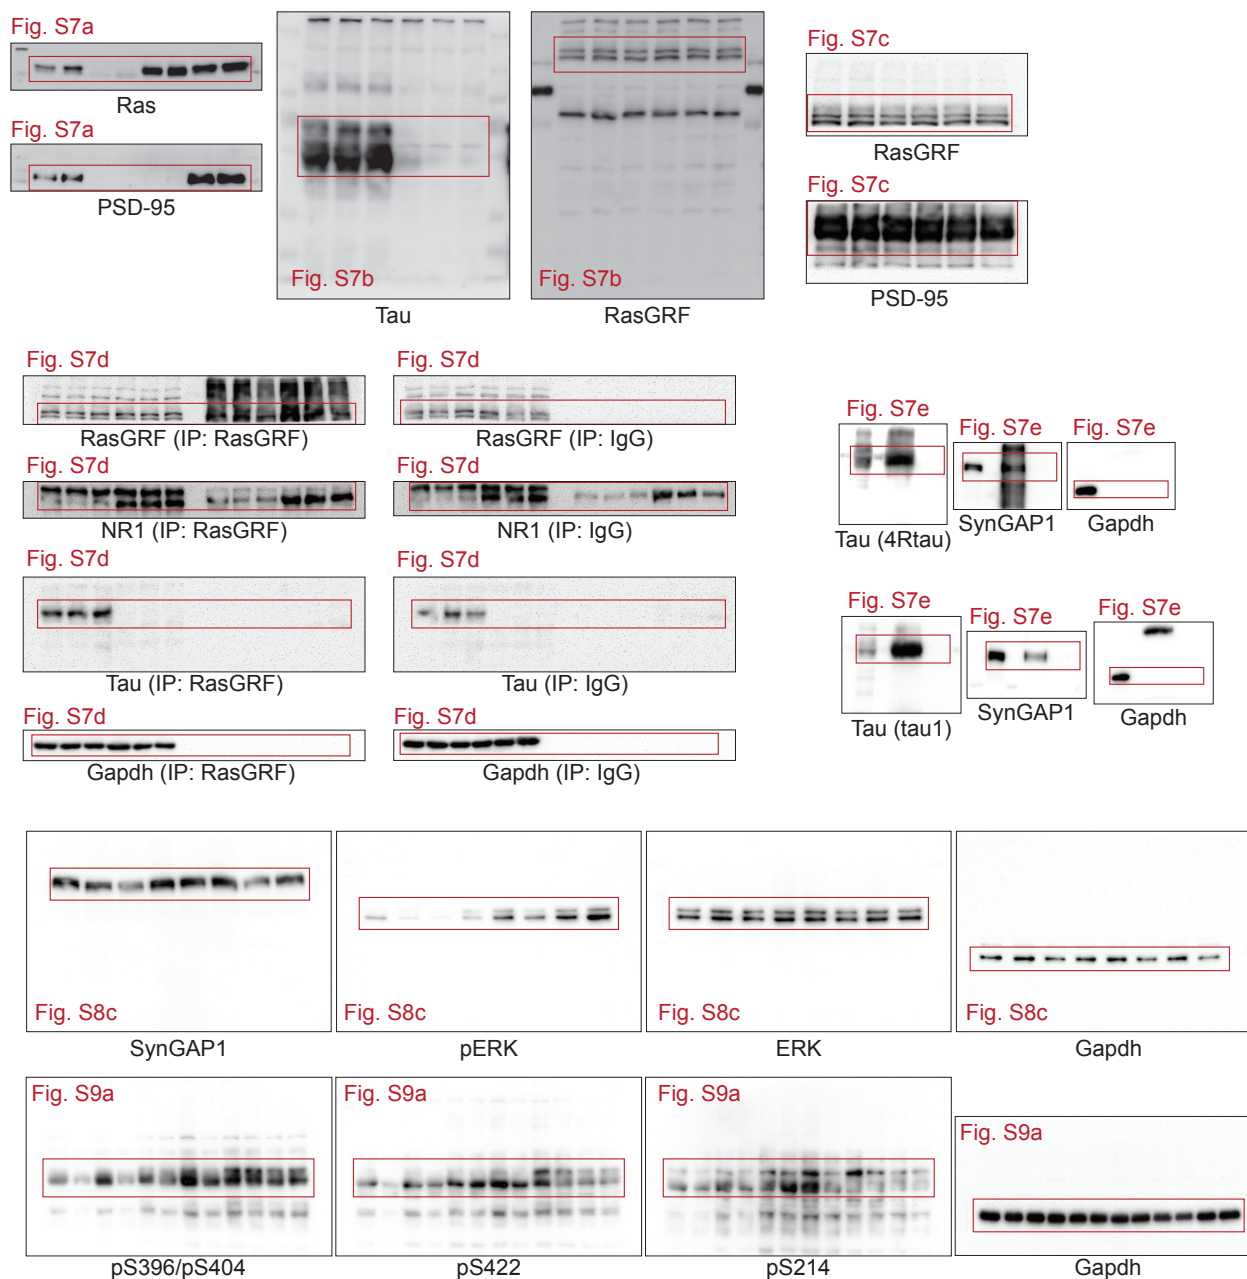

**Supplementary Figure 10** Full membranes detected for Western blots shown in (red) indicated main and supplementary figures. Red boxes highlight the sections of blots shown in indicated figures. Note that some membranes were trimmed to size prior to detection to reduce antibody volume and fit incubation containers.

# Supplementary Tables

**Supplementary Table 1** Similar physiological parameters before and after transient MCAO in tau<sup>+/+</sup> (N=3) and tau<sup>-/-</sup> (N=3) mice. Note that there were no significant changes between groups at 0h and 1h for any of the parameters measured.

| Parameter (units)               | 0h                 |                    |         | 1h                 |                    |         |
|---------------------------------|--------------------|--------------------|---------|--------------------|--------------------|---------|
|                                 | tau <sup>+/+</sup> | tau <sup>-/-</sup> | p-value | tau <sup>+/+</sup> | tau <sup>-/-</sup> | p-value |
| Body temperature (°C)           | 35.3±0.3           | 35.7±0.3           | 0.5185  | 35.7±0.3           | 36.0±0.0           | 0.3739  |
| Blood pressure—systolic (mmHg)  | 121.7±6.4          | 127.7±3.4          | 0.4531  | 110.0±8.5          | 118.7±3.3          | 0.3965  |
| Blood pressure—diastolic (mmHg) | 103.0±7.6          | 104.0±4.2          | 0.9134  | 91.3±7.9           | 95.7±2.7           | 0.6308  |
| O2 saturation (%)               | 81.0±0.6           | 79.7±1.9           | 0.5304  | 84.7±5.2           | 89.7±1.8           | 0.4122  |
| Perfusion rate                  | 0.38±0.03          | 0.34±0.02          | 0.3661  | 0.37±0.03          | 0.31±0.02          | 0.1700  |
| Heart rate (bpm)                | 259.0±7.2          | 264.7±9.4          | 0.6579  | 375.7±69.6         | 344.7±35.5         | 0.7117  |
| pH                              | 7.18±0.05          | 7.16±0.09          | 0.8975  | 7.08±0.02          | 7.02±0.04          | 0.1927  |
| pCO2 (mmHg)                     | 50.1±9.9           | 57.5±14.2          | 0.6927  | 71.1±3.2           | 80.1±5.2           | 0.2105  |
| BEecf (mmol/L)                  | -10.0±2.0          | -9.3±1.2           | 0.7893  | -8.3±0.3           | -10.3±1.9          | 0.3486  |
| HCO3 (mmol/L)                   | 18.3±2.3           | 19.5±0.9           | 0.6311  | 21.3±0.3           | 20.6±1.1           | 0.5862  |
| Total CO2 (mmol/L)              | 19.7±2.6           | 21.7±1.2           | 0.5239  | 23.3±0.3           | 23.3±1.2           | >0.999  |
| Sodium (mmol/L)                 | 148.7±0.9          | 149.7±1.2          | 0.5391  | 158.0±6.0          | 171.7±0.3          | 0.0853  |
| Potassium (mmol/L)              | 5.1±0.6            | 5.9±0.4            | 0.3180  | 5.1±0.2            | 5.4±0.1            | 0.1700  |
| Calcium (mmol/L)                | 1.22±0.02          | 1.24±0.02          | 0.8512  | 1.30±0.07          | 1.52±0.06          | 0.0636  |
| Hematocrit                      | 0.46±0.03          | 0.47±0.01          | 0.6401  | 0.42±0.003         | 0.42±0.01          | 0.7676  |

**Supplementary Table 2** KEGG pathway analysis of genes that lack induction in PTZ-injected tau<sup>-/-</sup> mice.

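Each row of this table gives the number of listed genes in a KEGG pathway over the number of genes that the pathway holds, the p-value that DAVID returned, and the genes. The paper's p-values are 0.00001 for MAPK, 0.0229 for p53 and 0.0572 for toll-like receptor signaling. For the sets that rest on Wnt10a and Wnt9a, the paper's p-values are 0.0999 for Wnt, 0.0679 for melanogenesis, 0.0378 for basal cell carcinoma and 0.0371 for hedgehog signaling. These p-values differ between rows with the same 2 genes because the pathways differ in size, with 149 genes in the Wnt set and 54 in the hedgehog set by the paper's count. Every gene named in the table was found among the 230 genes analysed here. Bdnf went from 13.2 to 26.5 FPKM in tau+/+ and from 14.3 to 12.2 FPKM in tau-/-. Dusp4 went from 6.18 to 12.1 FPKM in tau+/+ and from 8.74 to 6.28 FPKM in tau-/-. Thbs1 was below 2 FPKM in all 4 libraries. The enrichment itself was not recomputed, since only the listed genes were analysed here and a background of all expressed genes is needed.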

| KEGG Pathway         | Count  | p-value | Genes                                                                          |
|----------------------|--------|---------|--------------------------------------------------------------------------------|
| MAPK                 | 12/265 | 0.00001 | DUSP5, FOS, DUSP4, BDNF, DUSP1, JUN, GADD45G, NR4A1, GADD45B, SRF, CD14, DUSP6 |
| p53                  | 4/69   | 0.0229  | CDKN1A, GADD45G, THBS1, GADD45B                                                |
| Toll-like receptor   | 4/99   | 0.0572  | FOS, JUN, LBP, CD14                                                            |
| Wnt                  | 2/149  | 0.0999  | WNT10A, WNT9A                                                                  |
| Melanogenesis        | 2/100  | 0.0679  | WNT10A, WNT9A                                                                  |
| Basal cell carcinoma | 2/55   | 0.0378  | WNT10A, WNT9A                                                                  |
| Hedgehog             | 2/54   | 0.0371  | WNT10A, WNT9A                                                                  |

**Supplementary Table 3** Primers for quantitative PCR analysis.

| <b>Gene name</b> | <b>Forward Primer (5'→3')</b> | <b>Reverse Primer (5'→3')</b> |
|------------------|-------------------------------|-------------------------------|
| Arc              | GTGTGGAGGGAGGTCTTCT           | CTGCCCACTGGGTATTTGC           |
| Fos              | TACTACCATTCCCCAGCCGAC         | TTGGCACTAGAGACGGACAGA         |
| JunB             | GGCCACCAAGTGCCGGAA            | CGTTCTCAGCCTTGAGTGT           |
| Egr1             | AGGGGAGCCGAGCGAACA            | CGCCTTCTCATTATTCAGAGC         |
| c-jun            | ATCGCTCGGCTAGAGGAAA           | ACCTGTTCCCTGAGCATGT           |
| FosB             | TCCAGCCAGAGCCAGGC             | CTCTGCGAACCCTTCGCTT           |
| Fosl2            | TGATCAAGACCATCGGTAC           | TCGACGCTTCTCCTCCTC            |
| Ptgs2            | TGGGGTGATGAGCAACTATT          | CACGTAGTCTTCGATCACTA          |
| Mapt             | TCGGAGACCTCCGATGCT            | TTGTCTGGGAGCTCTCTCATC         |
| Mmp16            | GGGAAGATGTTGGCAAAACC          | AGGGTCCATGGTTTTTCATTTT        |
| Crocc            | GCCCAGCGCCTACGCAGT            | CTGGGTACCTGCAGGCTG            |
| Srsf5            | CCGAGATATTGACTTGAAAAG         | ATAAACAGCATCATCTGCATC         |
| Dusp5            | CCCGTTCTCAGCGTCGCC            | TCCAAGGTAGAGGAAGGGAA          |
| Zfp2             | GAATCTTACAGTGCACCAGAG         | TGCTTTGGCTGAAGGCTTTG          |
| Cdca4            | GAGACCCTGGAGAACAAAAAC         | TGTGTCCAGGTCATAGTAGGA         |
| Actin            | CCCCCTGAACCCCAAAGC            | CCACGTACATGGCTGGGGT           |
| GAPDH            | GTGAAGGTCGGTGTGAAC            | ATCTCCACTTTGCCACTGCAA         |

How the deposited data were processed for this re-analysis (not part of the article)

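Brain RNA of tau+/+ and tau-/- mice injected with vehicle or 50 mg/kg PTZ was sequenced by the authors, with 1 library per condition and 4 libraries in all. The authors aligned the read pairs with TopHat and Bowtie to GRCm38/mm10, allowing 2 mismatches, and ran Cuffdiff, which gave the deposited FPKM values. The annotation they counted on is not named in the paper's text. The deposited log2 fold changes and p-values are also Cuffdiff's, for tau+/+ PTZ against tau+/+ vehicle and for tau-/- PTZ against tau+/+ vehicle. The deposited log2 fold changes equal log2 of the FPKM ratio to within 1.0e-05, apart from Defb11, which is listed at 0 FPKM in tau-/- PTZ. It was given no log2 value for tau-/- PTZ of its own, and in counts and medians of the tau-/- response it was ranked as the largest fall. The deposited p-values are not adjusted, and 30 of those for tau+/+ are written as 0. The values cover 230 genes that the authors selected, so nothing could be said of genes outside that list, and each summary describes a list chosen for its tau+/+ response and for a missing or milder response in tau-/-.

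From the FPKM values, log2 ratios without a pseudocount were computed for PTZ over vehicle in each genotype and for tau-/- vehicle over tau+/+ vehicle. The tau-/- response was taken against tau-/- vehicle, as the paper's Methods define it. Genes were counted as changed past the study's threshold of 1.5-fold. Shares of genes carry a 95% Wilson interval, which covers the number of genes only. The depth of each library cannot be read from FPKM values, so low values carry an error of unknown size, and with 1 library per condition there was no replicate check and no test across conditions.

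The genes named are those in the Results text, in Fig. 4 or in Supplementary Table 2, the 5 with the largest rise and the 5 with the largest fall in each genotype, and members of fixed gene lists where a sentence needs them. These lists (choroid plexus epithelium, meninges and perivascular fibroblasts, endothelium, red blood cells, activity-induced IEGs, glucocorticoid-responsive genes and zinc finger genes) were written before the deposited table was opened but after the values of Supplementary Data 1 had been read. The median of a list was set against 10000 random lists of the same size, each gene replaced by 1 of the 30 other listed genes nearest in mean FPKM. Coordinates, transcript length and GC content were taken from GENCODE M21 on GRCm38, in which 225 of the 230 genes were found, 212 by symbol and 13 by an older symbol.

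Because both the tau+/+ response and the difference between the vehicle libraries use the same tau+/+ vehicle library, the chance value of that difference was simulated in 1000 draws. The error of each tau+/+ response was taken from the deposited p-value, with p-values of 0 set to 1e-16. The alternatives were tau+/+ vehicle as the baseline of tau-/- PTZ, pseudocounts of 0.1 and 1 FPKM, genes with a mean of at least 1 or at least 5 FPKM, genes with a deposited p-value for tau+/+ under 0.001, the list without the choroid plexus and meninges genes, and a fold threshold of 2. These alternatives, the design and the rule for named genes were set before the data were examined, apart from Supplementary Data 1 and 2. The functions were tested on simulated data, with 16 of 16 checks passed. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.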

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

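Among the 39 named genes that were sequenced and listed, 7 moved past 1.5-fold in opposite directions in the tau+/+ and tau-/- libraries. The difference between genotypes was not tested for any of them, since each condition has 1 library. The tests described in this part were chosen after the results were seen.

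Arc had a log2 response of −0.999 in tau-/-, against 2.11 in tau+/+. The tau-/- vehicle library was high, with 67.2 FPKM against 39.0 FPKM in tau+/+ vehicle, and against tau+/+ vehicle the log2 change in tau-/- PTZ was −0.21. A high Arc level in the tau-/- vehicle mice and a fall after PTZ cannot be told apart, because there is no other tau-/- vehicle library. A difference between the genotypes in baseline Arc stays open and was not tested.

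The other 6 genes belong to the list of choroid plexus epithelium. Their log2 responses in tau-/- were −5.73 for Slc4a5, −5.07 for Ttr, −4.94 for Folr1, −3.80 for F5, −3.71 for Kcnj13 and −1.49 for Lbp. Ttr had 1504 FPKM in tau+/+ vehicle, 2492 FPKM in tau+/+ PTZ, 1107 FPKM in tau-/- vehicle and 33.1 FPKM in tau-/- PTZ. Slc4a5, Folr1, F5 and Kcnj13 are below 1 FPKM in tau-/- PTZ, where the size of the fall is uncertain. With a pseudocount of 1 FPKM, their log2 responses were −1.73 for Slc4a5, −2.89 for Folr1, −1.75 for F5 and −2.55 for Kcnj13. Ttr then had −5.02 and Lbp −1.11, so the order of the falls depends on the pseudocount. A lower scale of the whole tau-/- PTZ library is argued against, since the listed genes outside the choroid plexus and meninges lists had a median log2 response of −0.054 in tau-/-. Transcript length and GC content are argued against as well, since other listed genes nearest in length had a median of −0.025 and those nearest in GC content a median of −0.085. Other explanations stay open. Brain tissue with little choroid plexus may have gone into the tau-/- PTZ library, and the list's median log2 response of −3.51 is what that needs, but the genes were selected by the study and the list was written after their values had been read. A stop of transcription in choroid plexus after PTZ would need a half-life of Ttr mRNA of at most 11.8 min to give this fall within 1 h, and no half-life was measured here. A dissection difference and an effect of genotype and PTZ cannot be told apart with 1 library per condition.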

How the results depend on the processing

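Summaries of the whole list were computed again with 1 choice changed at a time under the alternatives that apply to them. With a fold threshold of 2, the vehicle differences and the share of rising genes higher in tau-/- vehicle were not computed again. For pathways and gene lists, medians in tau-/- were computed again with tau+/+ vehicle as baseline, with the pseudocounts and with a mean of at least 1 FPKM, as were those in tau+/+ of the MAPK, p53 and toll-like receptor sets, the IEGs and the choroid plexus list and the vehicle differences of the MAPK set, the IEGs and the glucocorticoid list where the alternative applies. The same was done for named genes with tau+/+ vehicle as baseline and with the pseudocounts. Of 170 recomputed summary values, 114 stayed within 0.1 on the log2 scale, or within the 95% interval for a share, and 56 moved. A smaller response in tau-/- is counted here in the direction of tau+/+, and it follows in part from the authors' selection. A wider definition of zinc finger genes, and Supplementary Data 2 without 2 genes of unclear values, both chosen after seeing the data, moved no median by over 0.1. The cause of a move was not tested unless the alternative itself gives it. With a mean of at least 1 FPKM, 1 of 32 summaries moved, the median in tau+/+ of the p53 genes, to 1.26 over 3 genes.

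With tau+/+ vehicle as the baseline of tau-/- PTZ, the median log2 response in tau-/- was 0.17 for rising genes and −0.39 for falling genes. With this baseline, 19.4% of rising genes passed 1.5-fold in the tau+/+ direction. The response was smaller in tau-/- for 100% of rising and 100% of falling genes, in a list selected for a milder tau-/- response. The median log2 response in tau-/- was then 0.20 for the MAPK genes, 0.052 for the p53 genes, 0.20 for the toll-like receptor genes, 0.44 for the IEGs, −0.66 for the Wnt genes, −0.10 for the meninges list, 0.65 for the glucocorticoid list and −0.35 for the zinc finger genes. These moves follow from the difference between the vehicle libraries. Among the named genes, 35 of 39 tau-/- responses moved by over 0.1, 21 of them up and 14 down, and 8 changed sign.

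With a pseudocount of 0.1 FPKM, the median log2 response of the choroid plexus list in tau-/- was −2.81. A pseudocount of 1 FPKM shrinks the ratios of low genes by construction. The medians in tau+/+ were then 0.75 for rising genes, −0.51 for falling genes, 1.31 for the MAPK genes, 0.96 for the p53 genes, 0.93 for the toll-like receptor genes and 0.58 for the choroid plexus list, and the vehicle difference of the MAPK genes was 0.27. In tau-/- the medians were −1.30 for the choroid plexus list, −0.27 for the p53 genes, −0.52 for the Wnt genes, −0.24 for the meninges list and 0.85 for the endothelium list. In tau-/-, 81.7% of rising genes stayed within 1.5-fold and 11.4% went past it in the opposite direction, and 98.2% of falling genes stayed within it and 1.82% passed it in the tau+/+ direction. Of 78 responses of named genes, 15 moved with the pseudocount of 0.1 FPKM and 42 with that of 1 FPKM. A pseudocount cannot change the sign of a response, so the signs were not tested by it.

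With a mean of at least 5 FPKM, 100 rising and 2 falling genes remained. The falling genes had a median log2 response of −0.61 in tau+/+, with 100% within 1.5-fold, 0% past it and 100% with a smaller response in tau-/-. Of the rising genes, 81.0% stayed within 1.5-fold in tau-/- and 10.0% went past it in the opposite direction. With deposited p-values for tau+/+ under 0.001, 94 rising and 2 falling genes were left. Their medians in tau+/+ were 1.59 and −1.28, 16.0% of the rising genes passed 1.5-fold in the tau+/+ direction in tau-/-, 7.45% passed it in the opposite direction, and 76.6% were higher in tau-/- vehicle than in tau+/+ vehicle. Of the 2 falling genes, 100% stayed within 1.5-fold, 0% passed it and 100% had a smaller response in tau-/-.

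Without the choroid plexus and meninges lists, 79.4% of the 155 rising genes stayed within 1.5-fold in tau-/- and 9.03% passed it in the opposite direction. With a fold threshold of 2, 85 rising and 6 falling genes were left, with medians of 1.71 and −1.25 in tau+/+ and 0.052 and −0.32 in tau-/-. Of these, 83.5% of rising genes and 100% of falling genes stayed within 2-fold in tau-/-, 3.53% of rising genes passed it in the opposite direction, 0% of falling genes passed it in the tau+/+ direction and 100% of falling genes had a smaller response in tau-/-.

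No paired analysis was possible because each condition has 1 library. The depth of each library is unknown, which limits the genes of low FPKM most.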

Differences from the paper's values

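The log2 fold changes of tau+/+ PTZ over tau+/+ vehicle in Supplementary Data 1 equal those computed here for all 23 listed genes that the paper names in the Results text, Fig. 4 or Supplementary Table 2. For tau-/-, 11 of the 23 differ in sign or by more than log2 of 1.5. The values here are against tau-/- vehicle, and the paper's columns are headed as comparisons with tau+/+ vehicle. The log2 response in tau-/- was −0.999 for Arc against the paper's −0.21, −0.13 for Cd14 against the paper's 0.33, −0.19 for Cdkn1a against the paper's 0.040, and −0.48 for Dusp4 against the paper's 0.024. It was −0.28 for Dusp5 against the paper's 1.25, −0.022 for Egr1 against the paper's 0.55, 0.60 for Fosb against the paper's 1.22, and −0.57 for Gadd45b against the paper's 0.064. It was 0.35 for Nr4a1 against the paper's 1.40, −0.24 for Srf against the paper's 0.059, and −0.36 for Thbs1 against the paper's 0.28. With tau+/+ vehicle as the baseline of tau-/- PTZ, 0 of the 11 differed. This alternative was set before the data were examined but after Supplementary Data 1, which holds the same values, had been read. With pseudocounts of 0.1 or 1 FPKM all 11 still differed. For the genes that differ in sign this was fixed in advance, since a pseudocount cannot change a sign.

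Fold changes by quantitative PCR were read by eye from the paper's figures for 8 genes. The figures show means over mice, and Fig. 4b is a time course, while the values here come from 1 library per condition. The paper's text does not say whether the mice were those sequenced, so the gaps may reflect different mice as well as different methods. In tau+/+, 5 of the 8 differed by over 1.5-fold from the values here, and in tau-/- 3 of the 8 did. The other comparisons were within 1.5-fold, and only those that differed are listed. In tau+/+, Fos had a fold change of 17.5 here against about 8.0 in Fig. 4b, and Junb had 8.31 here against about 4.1 in Fig. 4b. Also in tau+/+, Egr1 had 5.36 here against about 3.5 in Fig. 4d, Fosb had 26.3 here against about 7.1 in Fig. 4d, and Ptgs2 had 4.40 here against about 2.8 in Fig. 4d. A pseudocount of 1 FPKM gave 4.00 for Ptgs2, within 1.5-fold of the paper's value, and no alternative closed the gap for the other 4 genes. In tau-/-, Arc had a fold change of 0.501 here against about 0.85 in Fig. 4b, Egr1 had 0.985 here against about 1.6 in Fig. 4d, and Fosb had 1.52 here against about 2.6 in Fig. 4d. Against tau+/+ vehicle, the same alternative, these 3 were 0.862, 1.47 and 2.33, within 1.5-fold of the paper's values, and the pseudocounts did not close the gap.

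The paper places Wnt10a and Wnt9a among the genes whose response in tau-/- is missing or milder. Against tau-/- vehicle, their log2 responses in tau-/- were −1.06 and −0.76, beside −0.91 and −0.85 in tau+/+, so that Wnt10a was not milder and Wnt9a was milder by little. Against tau+/+ vehicle they were −0.76 and −0.57, milder than in tau+/+ for both. Wnt10a and Wnt9a stayed between 0.763 and 2.05 FPKM, where the relative error is large. Whether either response is milder is therefore uncertain with both baselines.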

Other observations

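The tests in this part were chosen after the results they bear on had been seen. Each rests on 1 library per condition.

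In genes that rise with PTZ, the tau-/- vehicle library was above the tau+/+ vehicle library. For the 31 genes with a log2 response of at least 2 in tau+/+, the median log2 difference was 0.47, and 24 of them were higher. Sequencing error and selection on tau+/+ thresholds gave a median between −0.15 and 0.15 if tau-/- vehicle were unchanged and the tau+/+ responses real. On that condition, error independent between genes does not account for these genes. Selection for a milder tau-/- response and error shared between genes were not simulated. Either could move or widen that range, so neither is excluded here. Responses that are all chance would give 1.34 (from 1.18 to 1.50), so the observed median lies between the simulated values. A mix of real and chance responses was not simulated. For the other 144 rising genes the median was 0.21, between the simulated 0.05 for real responses and 0.47 for responses that are all chance, so there the selection of the list and a true difference cannot be told apart. A higher scale of the tau-/- vehicle library is argued against as the whole cause, since the falling genes had a median of −0.26, where real responses and chance give −0.09 and −0.40. A candidate explanation is a difference in stress or handling between the vehicle mice. The 7 listed genes of the glucocorticoid list, Sgk1, Errfi1, Per1, Ddit4, Irs2, Plat and Cdkn1a, were all higher in tau-/- vehicle, with a median log2 of 0.64, at percentile 99.8 among random lists of rising genes of like FPKM, whose median was 0.18. Genotype, mouse and handling are the same contrast in these libraries and cannot be told apart, and a genotype effect on the baseline was not tested.

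The same shift is in the genes that the study labels as similarly regulated. From the paper's FPKM values in Supplementary Data 2, tau-/- vehicle lay toward the PTZ level of tau+/+ in 26 of 28 genes, and the median log2 shift over all 28 was 0.63. Without Txnip and Zfp120, whose listed log2 fold changes are not the ratios of their FPKM values, the shift was there in 24 of 26 genes, and its median over the 26 was 0.62. Such genes share the tau+/+ vehicle library in both comparisons. Simulated real responses gave a median of 0.08 (from −0.04 to 0.20) with 17 genes shifted that way, and simulated responses that are all chance gave 0.61 (from 0.50 to 0.72) with 28 genes. The observed value is consistent with an unusual tau+/+ vehicle value in these genes, but a true difference between vehicle mice would give the same shift. The median response in the tau+/+ direction was 0.93 in tau+/+, and in tau-/- it was 0.82 against tau+/+ vehicle and 0.21 against tau-/- vehicle. Crocc, chosen by the study for quantitative PCR, rose in both genotypes against their own vehicle, by log2 of 0.71 and 0.64. Klf15 rose by 0.67 in tau+/+ and had −0.04 in tau-/-, while its tau-/- vehicle value was above tau+/+ vehicle by 0.81. Klf15 was chosen after its values were seen.

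Of the 31 rising genes that were lower by over 1.5-fold in tau-/-, 15 are in the choroid plexus list, 2 in the meninges list and 14, with Defb11 among them, in neither. The choroid plexus list had 15 of its 30 genes among the listed genes, all of them rising in tau+/+ and all selected by the study from these libraries, with a median log2 response of 0.73 in tau+/+ and −3.51 in tau-/-. None of 10000 random lists had a median that low, the lowest being −0.64, but the choroid plexus list was written after its values had been read. Ttr had no listed gene of like FPKM, with a mean of 1284 FPKM against 119 FPKM for the second highest. The choroid plexus list was also lower in tau-/- vehicle than in tau+/+ vehicle, with a median log2 difference of −0.44 and 4 of the 15 genes higher. Its level therefore differed between libraries without PTZ as well. No listed gene was in more than 1 of the lists. The meninges list had 5 of 12 genes, with a median of −0.37 in tau-/- at percentile 19.4. The endothelium list had 3 of 7 genes, with a median of 1.12 in tau-/-. None of the 6 red blood cell genes was among the 230 genes, but Supplementary Data 2 holds Hbb-b1 and Hbb-b2 as 1 entry, with a log2 response of −1.78 in tau+/+ and −1.49 in tau-/- by the paper's FPKM values. The paper does not report a choroid plexus signal.

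Genes taken as zinc finger genes by their symbols (Zfp, Zbtb, Zkscan, Zscan, Zik1 and Rbak) made up 22 of the 55 falling genes (40.0%) and 2 of the 175 rising genes. These symbols leave out zinc finger genes of the Egr, Klf and Plag families, which with them make 24 falling genes (43.6%) and 8 rising genes. The falling genes had low values, but low expression alone is argued against, since among the 88 rising genes at or below the highest mean of the falling genes, 6.96 FPKM, 1 was a zinc finger gene by symbol (1.14%, upper Wilson limit 6.16%), and 3 were with the added families (3.41%, upper Wilson limit 9.55%). The 22 genes by symbol had a median log2 response of −0.80 in tau+/+ and −0.23 in tau-/-, and 19 of them were below vehicle in tau-/-, so the direction was shared while the size was smaller. A shared fall of short-lived transcripts is a hypothesis that was not tested, and only 2 of the 55 falling genes have a p-value under 0.001 in the authors' deposited table.

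Xlr3b had the largest log2 response in tau-/-, 3.08, against 1.98 in tau+/+. Its tau-/- vehicle value was 0.171 FPKM, the lowest of its 4 values, and against tau+/+ vehicle the log2 response in tau-/- was 0.83. With a pseudocount of 1 FPKM, its log2 response was 1.07 in tau-/- and 1.22 in tau+/+, below the 2.09 of Cyr61 in tau-/-, so neither the rank nor the larger response in tau-/- holds there. The gene lies on chromosome X beside near copies, Xlr3a and Xlr3c, with which its fragments can be shared, and the effect of that was not tested.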
